# Remodeling Cell Adhesion Releases Cardiac Potential of Human Pluripotent Stem Cells with Continuous Proliferation and Accelerated Maturation

**DOI:** 10.7150/ijbs.120853

**Published:** 2025-10-10

**Authors:** Weiwei Liu, Chuyu Liu, Qian Wang, Chengwu Li, Jiaxian Wang, Ning-Yi Shao, Guokai Chen

## Abstract

Human pluripotent stem cells (hPSCs) can generate specific cell types for therapeutic applications. Since cell therapy often requires billions of cells for transplantation, it is essential to maximize differentiation efficiency to optimize both cell yield and quality. Cardiomyocytes are commonly induced in static culture with limited expandability. In this study, we explored the impact of cell adhesion remodeling on hPSC cell fate determination. We reveal that cell passaging at critical time points drives cardiac cell fate even without traditional cardiac inducers. Cardiac fate is specified while cells proliferate continuously. Cell adhesion remodeling leads to a 10-fold increase of cardiomyocyte yield with high purity in comparison to traditional static culture. AMPK activation and PI3K/AKT inhibition were observed following cell passaging. The impact of cell passaging can be mimicked by Src and FAK inhibition, suggesting critical roles of integrin signaling pathway in passaging-driven cardiac differentiation. Transcriptome analysis suggests that cell adhesion remodeling enhances the expression of critical cardiac genes associated with maturation. This study highlights that cell adhesion remodeling significantly impacts cell fate during *in vitro* differentiation. Our study provides an ideal method for high-yield, high-purity cardiomyocyte production, and offers a useful potential strategy for generating other cell types through directed differentiation.

## Introduction

Human pluripotent stem cells (hPSCs), including human embryonic stem cells (hESCs) and induced pluripotent stem cells (ihPSCs), can generate all cell types in our body. hPSCs are ideal starting materials to generate functional cells such as cardiomyocytes in large quantities for drug screening and cell therapies. The ability to produce high-quality functional cells with high yield is vital for translation of hPSC technology into clinical applications.

Monolayer culture is a common platform for lineage-specific differentiation, including cardiomyocytes and other cell types. hPSCs are usually induced with specific signaling modulators while cultured on extracellular matrices in confined vessels till the desired cell type appears in the end. On such static platforms, hPSCs usually reach confluence and stop proliferation in the first few days of differentiation, often with medium acidosis and contact inhibition due to high cell density 1. Such a highly stressful environment is commonly seen in various *in vitro* differentiation procedures, but its impact on cell fate determination is rarely discussed. It is interesting and important to understand whether interactions between hPSCs and the extracellular matrix have an impact on cell fate determination, and to explore the possibility of improving differentiation through modulation of this interaction at a critical time point. For example, in conventional cardiomyocyte generation protocols, hPSCs are first induced to mesendoderm progenitor cells by WNT pathway activation, and are then specified to cardiac fate by WNT inhibition 2-4. Without growth factor or chemical modulators, mesendoderm progenitors will spontaneously differentiate and generate a variety of cell types 5. It is unclear how the modulation of cell adhesion would affect cell fate determination from mesendoderm progenitors, which is the focus of this study.

During embryogenesis, cells constantly proliferate while various cell fates are specified from gastrulation to organogenesis. Meanwhile, frequent cell migration and rearrangement of cell adhesion are observed in the process 6, 7. However, such dynamic features of *in vivo* development are not replicated in cell production *in vitro*. Cells cannot proliferate or migrate continuously due to the inherent limitations of static culture within the confines of culture vessels. We ask what would happen to cells *in vitro* if cell adhesion were modulated during differentiation.

In this study, we use the cardiac differentiation platform to explore the impact of cell adhesion remodeling during differentiation. We discover that cell dissociation and replating during differentiation significantly alter cell fate and consistently drives mesendodermal progenitors toward cardiomyocytes, bypassing the need for WNT inhibition. The resulting cardiomyocytes are of high purity and mature faster compared to cardiomyocytes differentiated in static culture. This simple manipulation can potentially be applied to the *in vitro* generation of other desired cell types to improve differentiation efficiency and consistency.

## Results

### Cell passaging induces cardiac fate with expanded proliferation potential

Traditionally, differentiation in monolayer format is carried out with cells statically staying in the same wells throughout the differentiation process. For cardiac differentiation, hPSCs were induced to mesendoderm progenitors by WNT activator CHIR99021, and then directed toward cardiomyocytes through WNT inhibition 2, 3. Without specific inducers like WNT inhibitor, mesendoderm progenitors will spontaneously differentiate toward multiple cell types 5 (Figure 1A). In this study, we investigated whether cell fate is affected by passaging cells to new surfaces in the middle of the differentiation process. In contrast to the traditional format, we dissociated and re-plated the differentiating cells on Day 2 of differentiation at a split ratio of 1:4 to 1:6. Following this manipulation, cells re-attached to Matrigel-coated surface, and continued to differentiate (Figure S1A). To our surprise, cell dissociation on Day 2 significantly altered cell fate and directed cells toward cardiomyocytes without the application of any external inducers. Real-time PCR showed greatly enhanced cardiac gene expression and decreased expression of genes in epicardium, mesenchyme, endothelial, liver and intestine cell types following cell passaging (Figure 1B). In comparison, cells that spontaneously differentiated in static culture (not passaged, no pathway modulation) produced a mixture of meso-endodermal cell types (Figure 1B), similar to previous report 5. Cardiomyocyte induction by passaging consistently yielded cardiomyocytes of high purity as shown by flow cytometry (Figure 1C-D) and immunostaining (Figure 1E). In addition to H1 hESCs, passaging also induced cardiomyocytes from H9 hESCs and NL-4 hiPSCs (Figure S1B-C). The impact of passaging on cell fate was replicated at various split ratios, including 1:1 passaging in which the same number of cells were replated into new wells (Figure 1F). These results suggested that cell adhesion remodeling led to cardiac cell fate in the absence of traditional cardiac inducers.

We then examined whether there is a critical time window for cell dissociation to drive cardiac cell fate. When cells were passaged too early on Day 1 or too late on Day 5, there was minimal cardiac promotion effect (Figure 1G-H). Passaging on Day 2, Day 3 or Day 4 promoted cardiac cell fate, suggesting Day 2 to Day 4 is the critical window for cardiac fate commitment. Day 2 was the optimal time point and Day 2-passaging resulted in the highest purity of cardiomyocytes. Cells passaged later (Day 3, 4 or 5) expressed higher levels of *WT1*, suggesting some cells developed into epicardium (Figure 1H). We used Day 2-passaging for the rest of the study unless specified.

We also monitored the impact of passaging on cell number and cell cycle status. In static culture, cell numbers increased slowly in the beginning, and then started to decrease after Day 3, indicating cell death. Cell count stabilized from Day 6 to Day 10, and the total fold increase in cell number is roughly 3-fold compared to Day 0 (Figure 1I). In comparison, following 1:6 passaging, cells continued to proliferate as they differentiated. Starting from Day 4 of differentiation, passaged cells reached significantly higher gross number; By Day 10, the total fold increase reached 16-fold (Figure 1I). Cell cycle profiling by flow cytometry using EdU (5-ethynyl-2´-deoxyuridine) and propidium iodide showed that at the beginning of differentiation, as cell density increased, the proportion of S-phase cells started to decrease significantly by Day 2, and cells became largely quiescent by Day 3. However, with cell passaging on Day 2, the proportion of S-phase cells was significantly elevated on Day 3 (Figure S1D). Taken together, these data suggested that cell adhesion remodeling released the proliferation potential during differentiation while driving cells toward cardiac cell fate.

### Dissociation of cell-matrix adhesion releases cardiac potential during the critical period of cell fate determination

We further analyzed the key factors involved in the passaging process. EDTA was used for cell dissociation in our protocol, so we examined whether it was the EDTA treatment or the cell dissociation itself that led to the enhanced cardiac differentiation. After a brief treatment by EDTA/DPBS, cell-cell contact was disintegrated, but cells still attached to the plate. When EDTA/DPBS was replaced by culture medium without dislocating the cells, cells spread and re-established their contacts within 20 minutes (Figure S1E). Cardiac differentiation was not enhanced in cells that were treated by EDTA but not dislocated from the original adhesion position (Figure S1F-G). In contrast, dislocated cells developed into beating cardiomyocytes even when they were replated at the same density, expressing high levels of cardiac markers *NKX2-5* and *TNNT2*, and lower levels of epicardium marker *WT1* (Figure S1F-G). These results suggested that cell dislocation and rearrangement of cell-ECM contact was the key promoting factor for cardiac cell fate in the absence of cardiac inducers.

### Synergistic signaling modulation maximizes cardiomyocyte production after cell dissociation

ROCK inhibition and insulin are critical for hPSC survival after dissociation 8-10, so we examined the impact of ROCK inhibitor and insulin on mesendoderm progenitors. Without ROCK inhibitor or insulin, some mesendoderm progenitors survived after passaging. However, excessive membrane blebbing was observed in dissociated cells, which was suppressed by ROCK inhibitor Y27632 (Figure 2A-B). Caspase 3 cleavage was elevated in dissociated cells, and was suppressed by insulin and Y27632, suggesting insulin and Y27632 inhibited cell apoptosis during progenitor cell dissociation (Figure 2C). Cell count on Day 3 showed that Y27632 and insulin each suppressed cell death and improved cell survival. These survival-promoting effects were observed both with enzymatic dissociation (using TrypLE Select) (Figure 2D) and with EDTA dissociation (Figure S2A), and were more significant when enzymatic dissociation was used. EDTA dissociation was used for the rest of the study because it had better survival than enzymatic dissociation. We further show that most dissociated cells developed toward cardiac cell fate, regardless of whether Y27632 or insulin was added during passaging (Figure S2B). Cell count and FACS analysis on Day 10 showed that treatment with Y27632 and insulin on the day of dissociation generated higher numbers of cardiomyocytes (Figure S2B-C). These results showed that ROCK inhibitor and insulin can be used to improve cardiomyocyte yield in passaging-induced cardiac differentiation. Based on these findings, Y27632 was added in all subsequent differentiation experiments. Because insulin is known to inhibit cardiac differentiation 5, a low dose (1 µg/ml) was used, and its role under various conditions (different split ratio, with or without WNT inhibitor) was further investigated in subsequent experiments.

As WNT inhibition is widely used for cardiomyocyte induction, we then examined the combined effects of cell dissociation and WNT inhibitor IWP2. Compared to IWP2-induced cardiac differentiation in static culture, cell passaging on Day 2 combined with IWP2 treatment (applied on Day 2-4 of differentiation) produced cardiomyocytes with significantly higher purity and improved consistency (Figure 2E). On the other hand, compared to cell passaging alone, IWP2 treatment after passaging resulted in further improvement of purity (Figure 2F). Day 2 was still the best time point for passaging to drive cardiac induction when IWP2 was applied (Figure S2D). These results indicated that cell dissociation and WNT inhibition synergistically promoted cardiac induction.

We then investigated whether cardiac yield could be further enhanced with a higher split ratio. Our results show that high-purity cardiomyocytes could be induced at a split ratio of 1:10 to 1:20 (Figure 2G). The addition of insulin (1µg/ml) was optional at lower split ratios (1:6 in Figure S2B, 1:10 in Figure 2G-H), but required at higher split ratios (1:20 in Figure 2G-H) to maintain cell survival.

With the optimized protocol, a starting culture of 0.1~0.4 million cells on Day 0 could generate between 5~12 million total cells at the end of a 10-day differentiation after cell passaging on Day 2 (Figure S2E), 4~8 million when combined with IWP2 treatment (Figure S2E). Compared to the traditional method using IWP2 in static culture, passaging-driven differentiation at a split ratio of 1:10 increased cardiomyocyte yield by 8-fold, and 1:20 splitting increased the yield by over 10-fold (Figure 2H). Insulin was required for survival at higher split ratios, and high cardiomyocyte purity could be achieved independent of IWP2 treatment after dissociation (Figure 2H). These results demonstrated the potential of application for passaging-induced cell differentiation.

Given the critical role of cell dissociation and re-adhesion in driving cardiac cell fate, we also examined the effect of different cell culture substrates. Cell dissociation induced cardiac differentiation on multiple kinds of substrates, including Matrigel, E-Cadherin, vitronectin and gelatin (Figure S2F-H). When plated on non-coated surfaces, cell survival was poor, and few cells remained by Day 10 (Figure S2F).

Taken together, high purity cardiomyocytes could be successfully induced by passaging at a wide range of split ratios on various coating materials, which could achieve up to 10-fold increase of cardiomyocyte yield compared to traditional cardiac induction using WNT inhibition in static culture. The optimized induction method is illustrated in Figure 2I.

### Transcriptomic analysis of cardiac induction following cell adhesion remodeling

To better understand cardiac differentiation following cell adhesion remodeling, we investigated transcriptomic changes through the differentiation process and compared the profile with cardiac differentiation induced by WNT inhibition (Figure 3A). Spontaneous differentiation in static culture (no passaging, no inducer) was included as control. From Day 0 to Day 2, cells were under the same treatment, so the gene expression profiles were shared by the three conditions. Pluripotency markers decreased in the first 2 days (Cluster 1, Figure 3A and 3B); primitive streak and mesoderm progenitor markers emerged on Day 1 and Day 2, and decreased afterwards (Cluster 2). Gene Ontology (GO) enrichment analysis showed that these changes were associated with biological processes of pattern specification, formation of primary germ layer, cell fate specification, and mesoderm development (Figure 3A). We noticed that cardiac progenitor genes such as *MESP1/MESP2* were expressed early, even without cardiac inducers (Cluster 3). Expression of other progenitor markers peaked around Day 3 (Cluster 4).

From Day 3 onward, cell differentiation was directed by WNT inhibitor IWP2 (applied from Day 2 to Day 4) or by passaging (on Day 2). In comparison to the untreated control, cardiac markers, such as *NKX2-5* and *TNNT2* in cluster 7, were elevated by IWP2 from Day 5 to Day 11, and even more so by passaging. Cluster 7 was associated with biological processes of cardiac muscle tissue development and regulation of heart contraction. The expression of other lineage markers rose in control cells around the same time period; their expression levels were lower in IWP2-treated cells, and much lower in cells that were passaged (Cluster 5 and 6). These data suggested that intermediate passaging promoted cardiac cell fate and suppressed other meso-endoderm fates which would have emerged spontaneously without treatment.

We then compared the gene expression profiles of cells induced by IWP2 versus those induced by passaging. Principal component analysis (PCA) showed different trajectories of cell differentiation under IWP2-treated, passaged and untreated conditions (Figure 3C). Cell fate analysis of differentially expressed genes (DEGs) on Day 10 showed enrichment of cardiac cell fates in the passaged cell population (Figure 3D). These data confirmed that intermediate passaging drove cell fate toward cardiomyocytes without external inducers.

We then analyzed the functional characteristics of the cardiomyocytes induced by passaging. Cardiomyocytes induced by IWP2, passaging, and IWP2 plus passaging all demonstrated typical cardiomyocyte electrophysiology profiles by patch clamp measurement (Figure 3E) and by field potential measurement on Maestro microelectrode array (MEA) system (Figure S3A). Immunostaining of α-actinin in Day-20 cardiomyocytes showed well-organized myofibril structures in all three types of cardiomyocytes, indicating proper sarcomeric organization (Figure 3F). These data showed that cardiomyocytes generated by cell adhesion remodeling displayed typical cardiomyocyte characteristics.

### Cell adhesion remodeling regulates AMPK and AKT signaling through the integrin pathway

To investigate the mechanisms of passaging-driven cardiac differentiation, we analyzed the major signaling pathways that are known to be important for cardiac cell fate determination, including the AMPK pathway 11, PI3K/AKT pathway 5, and canonical WNT signaling 4. Western blot analysis following cell dissociation and replating on Day 2 showed that compared to non-passaged control, cell passaging significantly up-regulated phosphorylation of AMPK (T172) and suppressed AKT phosphorylation (S473) during the 24-hour period following passaging (Figure 4A). Immunostaining results are consistent with these observations (Figure S4A-B). Activation of AMPK pathway and inhibition of AKT signaling are both well known to drive cardiac cell fate 5, 11. In comparison, the level of non-phosphorylated (active) β-catenin was not significantly changed (Figure 4A), but the subcellular localization shifted toward the membrane on immunostaining (Figure S4C). When CHIR99021 was applied after cell passaging (Day 2-4), cardiac differentiation was suppressed in a dose-dependent manner, further confirmed that cell passaging induces cardiomyocytes partially through the WNT pathway (Figure S4D). Taken together, these data suggested that cell adhesion remodeling altered the activities of key signaling pathways in cells, which in turn affected cell fate decisions and allowed cardiac differentiation independent of exogenous WNT inhibition.

How does cell adhesion remodeling lead to these signaling changes? To answer this question, we analyzed the transcriptomic changes on Day 3 in passaged versus non-passaged cells by RNA sequencing (Figure 4B). Compared to static culture, passaging on Day 2 significantly elevated gene expression in extracellular matrix organization, collagen fibril organization, and regulation of signal transduction (Figure 4B, Cluster 1). Genes down-regulated by passaging included those involved in the apoptotic process, activation of protein kinase activity, and endoderm formation (Figure 4B, Cluster 3-5), suggesting cell dissociation rearranged cell-matrix interactions and altered signal transduction. As the integrin pathway is crucial for cell-ECM interaction, we hypothesized that the integrin pathway may be involved in dissociation-driven cell fate changes.

To test the above hypothesis, we examined the focal adhesions in passaged versus non-passaged cells, because focal adhesions connect integrins to the actin cytoskeleton and serve as hubs for signal transduction. Immunostaining of phosphorylated FAK (Y397) showed that cell passaging on Day 2 significantly elevated the number of focal adhesions on the cell periphery (Figure 4C). This phenotype can be mimicked in non-passaged cells by treatment with PP2, an inhibitor of Src family kinases (Figure 4D). We then examined whether modulation of integrin signaling can induce cardiac cell fate in non-passaged cells. Indeed, treatment with PP2 on Day 2 can mimic the effect of cell passaging and promote differentiation toward cardiac cell fate, and the effect can be further improved when PP2 is combined with FAK1 inhibitor Y11 (Figure 4E and S4E). We further analyzed the downstream signaling pathways, and observed similar patterns of signaling changes. PP2 treatment elevated AMPK phosphorylation, and suppressed AKT phosphorylation. The effects are further enhanced when PP2 is combined with Y11 (Figure 4F). Taken together, these results suggest that the integrin pathway and its downstream signal transduction events are critically involved in cell fate determination.

### Cell adhesion remodeling accelerates cardiac fate determination and maturation

We then compared the cardiomyocytes generated through cell adhesion remodeling with those generated using WNT inhibition, which is the mainstream method for cardiac induction. During the differentiation process, passaging on Day 2 led to a more rapid decrease of cardiac progenitor *MESP1* and *MESP2* gene expression, and cardiac markers emerged early when cells were passaged (Figure 3A-B). RNA-seq analysis of DEGs between IWP2- and dissociation-induced cardiomyocytes on Day 10 showed up-regulation of multiple cardiac maturation markers by passaging, such as *MYH7*, *MYL2* and *NPPB* (Figure 5A). We then compared the expression of reported cardiac maturation markers 12, 13 between the two cell types, and observed an overall up-regulation of maturation markers and TCA cycle components in passaging-induced cardiomyocytes compared to static culture on Day 10 (Figure 5B-C).

To confirm the impact of passaging on maturation, we performed additional RNA-seq analysis on cells induced by IWP2, passaging or both on Day 12 and Day 16 of differentiation. 

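RNA-seq was performed on H1 cells, a human embryonic stem cell line, with 2 libraries for each of 3 treatments on Day 12 and on Day 16. Whether the 2 libraries of a group come from separate differentiations is not stated. The p-values from these libraries may therefore not cover the variation between experiments. NP-IWP2 cells stayed in static culture and received 3 µM IWP2, an inhibitor of WNT signaling, from Day 2 to Day 4. P-DF cells were passaged on Day 2 and differentiated in DF medium without IWP2. P-IWP2 cells were passaged on Day 2 and also treated with IWP2. P-DF cells therefore differed from NP-IWP2 cells both in passaging and in IWP2, and that comparison cannot separate them. Only P-IWP2 against NP-IWP2 cells isolates passaging. The authors trimmed the reads with Cutadapt, aligned them with Hisat2 and counted them on genes with HTSeq. Their table holds a read count, without normalization, for each Ensembl gene in each of the 12 libraries. It also holds FPKM, which the authors made from these counts by dividing by exon length and by the reads counted on genes in the library. Between 14885589 and 19176239 reads were counted per library, with a median of 16452289. Gene positions in the table match the GRCh38 genome build.
The counts were compared here with edgeR's quasi-likelihood test after TMM normalization. The test covered the 19505 genes that passed edgeR's filter on low counts. One model held all 12 libraries as 6 groups of treatment and day, because 2 libraries per group alone give a poor estimate of the spread between replicates. A gene was called when its p-value with Benjamini-Hochberg adjustment was under 0.05. Each FPKM is given as the mean ± SD of 2 libraries, and each log2 fold change (log2FC) comes from the edgeR model with its standard error.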

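On Day 12, 783 genes differed between P-DF and NP-IWP2 cells, 136 higher and 647 lower, and 323 differed between P-IWP2 and NP-IWP2 cells, 64 higher and 259 lower. On Day 16, P-DF cells differed in 2975 genes, with 1051 higher and 1924 lower, and P-IWP2 cells in 3336 genes, with 1395 higher and 1941 lower. With a model of only the groups compared, the Day 12 count for P-DF cells rose to 5478 and that for P-IWP2 cells fell to 0, with 1201 genes at an unadjusted p under 0.05. One library widened the spread shared by the 6 groups. Without the Day 12 library labelled P-IWP2 replicate 5, P-DF cells differed from NP-IWP2 cells in 4479 genes on Day 12 and in 6646 on Day 16, and P-IWP2 cells in 7102 genes on Day 16.
The 16 cardiac maturation markers drawn in Figure S5A were taken as one list. In P-DF cells, their median log2FC against NP-IWP2 cells was 0.54 on Day 12, with 15 genes higher, and 0.86 on Day 16, with 15 genes higher. In P-IWP2 cells, the median was 0.14 on Day 12, with 10 genes higher, and 0.94 on Day 16, with 14 genes higher. The rotation gene set test fry asks whether the genes of a list shift together in a common direction, and does not test the median. With Benjamini-Hochberg adjustment over 84 tests, fry gave an adjusted p of 0.0144 in P-DF and 0.0222 in P-IWP2 cells on Day 16. The same test gave an adjusted p of 0.108 on Day 12 for P-DF cells and 0.750 for P-IWP2 cells. One of the 2 Day 12 P-IWP2 libraries decided the sign of that group's median, which was 0.47 without replicate 5 and -0.58 without replicate 6. Without replicate 5, the adjusted p from fry for P-DF cells on Day 12 was 0.00285.
Of the 30 TCA cycle genes drawn in Figure S5B, the 29 that passed the filter had a median log2FC of 0.23 on Day 12 and 0.59 on Day 16 in P-DF cells, with 24 genes higher on each day. In P-IWP2 cells, the median was -0.05 on Day 12, with 7 genes higher, and 0.60 on Day 16, with 23 genes higher. In none of these 4 comparisons did the list pass fry, with an adjusted p of 0.693, 0.207, 0.521 and 0.128 in that order. The set test camera presets the correlation between genes at 0.01. It gave the TCA list on Day 16 an adjusted p of 0.00342 in P-DF cells and 0.00109 in P-IWP2 cells. These calls therefore held under camera and not under fry. For the maturation list, camera called P-DF cells on both days and P-IWP2 cells on Day 16, and fry kept the Day 16 calls. Without the library labelled P-IWP2 replicate 5 of Day 12, fry gave the TCA list on Day 16 an adjusted p of 0.00329 in P-DF cells and 0.00165 in P-IWP2 cells. For P-IWP2 cells on Day 12, the TCA median was 0.27 without replicate 5 and -0.51 without replicate 6. The choice of scaling shifted all genes together. With total counts in place of TMM, the median log2FC over all genes on Day 16 was -0.25 in P-DF cells and -0.31 in P-IWP2 cells, and the TCA medians were 0.36 and 0.33.

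**Figure D1:**
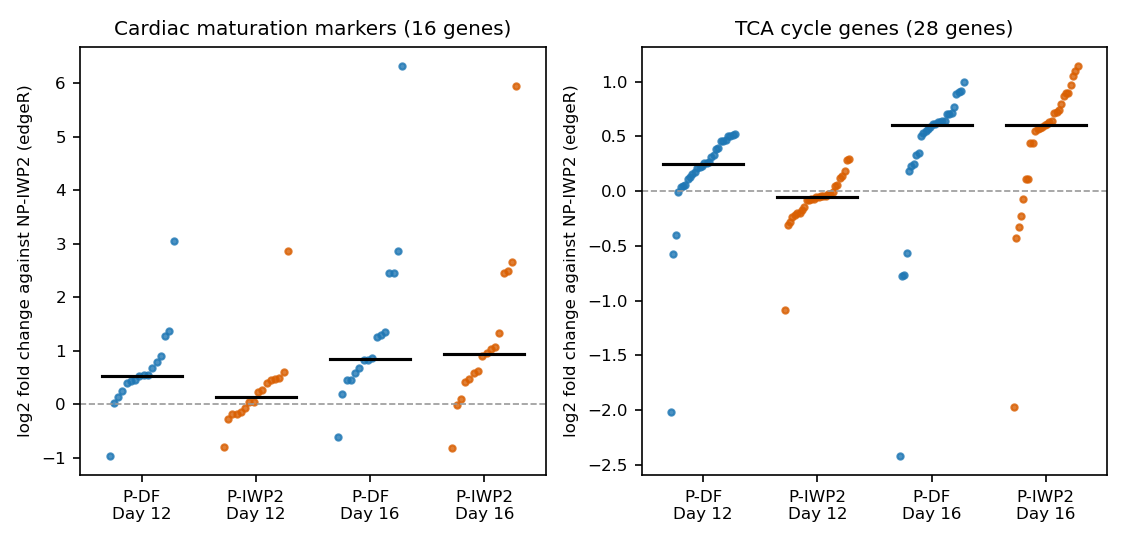
log2FC against NP-IWP2 cells of the same day for the genes of Figure S5A, left, and Figure S5B, right, in P-DF and P-IWP2 cells on Day 12 and Day 16. Each point is 1 gene and the bar is the median of the genes drawn. PCK1, which had no reads in the passaged libraries, is left out of the points and of the bars. Over all tested genes of each list, PCK1 included, the medians on Day 16 are 0.86 and 0.94 for the maturation markers and 0.59 and 0.60 for the TCA cycle genes.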

Compared to static culture, cardiac maturation markers and TCA cycle genes were up-regulated by passaging with or without IWP2 treatment (Figure S5A-B). The elevation of *MYL2* and *MYH7* were confirmed by real-time PCR in Day 10, 20 and 30 samples (Figure 5D). Compared to IWP2-induced cardiomyocytes in static culture, by Day 30 of differentiation, *MYL2* levels were elevated over 9-fold by passaging, and 12-fold by passaging combined with IWP2 treatment. *MYH7* levels were elevated 3-fold by passaging and 4-fold by passaging plus IWP2. These results indicate that cardiac induction by passaging accelerates the differentiation process and promotes cardiomyocyte maturation compared to differentiation in static culture.

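From Day 12 to Day 16, 386 genes changed in NP-IWP2 cells, 171 up and 215 down. In the same interval 2654 genes changed in P-DF cells, 1325 up and 1329 down, and 5270 changed in P-IWP2 cells, 2523 up and 2747 down. Without the Day 12 library labelled P-IWP2 replicate 5, which widened the spread shared by the groups, 3569 genes changed in NP-IWP2 cells and 5998 in P-DF cells. With a model of only the 2 days compared, 0 genes were called in P-IWP2 cells, with 3747 at an unadjusted p under 0.05. The difference between the treatments was tested directly as an interaction of treatment and day. The difference of P-DF from NP-IWP2 cells, in passaging and in IWP2 together, changed between the days for 94 genes. Of these, 34 were more positive on Day 16 and 60 more negative. In P-IWP2 cells, where the comparison isolates passaging, the effect differed for 358 genes, 151 more positive and 207 more negative. Without that library the count for P-DF cells was 1578.
MYH7 (ENSG00000092054, chromosome 14 from 23412740 to 23435660) encodes the beta myosin heavy chain of the ventricle. On Day 12 its expression was 46.2 ± 11.7 FPKM in NP-IWP2 cells and 105 ± 23.0 FPKM in P-DF cells. In P-IWP2 cells it was 57.6 ± 71.5 FPKM, from 7.06 in replicate 5 and 108 in replicate 6. On Day 16 it was 523 ± 243 FPKM in NP-IWP2, 2476 ± 193 FPKM in P-DF and 2477 ± 226 FPKM in P-IWP2 cells (SD, n = 2 libraries each). Both libraries of each passaged group lay above both NP-IWP2 libraries on Day 16. The Day 16 log2FC was 2.46 in P-DF cells (standard error 0.965, adjusted p = 0.116 from edgeR's quasi-likelihood test), which did not pass the threshold. In P-IWP2 cells it was 2.50 (standard error 0.967, adjusted p = 0.105 from the same test), again not past it. Among the 11 alternatives to the main processing, the adjusted p from each alternative's own test ran from 1.7e-30 to 0.279 in P-DF cells and from 1.2e-31 to 0.256 in P-IWP2 cells, and 4 alternatives were past the threshold in each. Without the Day 12 library labelled P-IWP2 replicate 5, edgeR's adjusted p on Day 16 was 5.0e-05 and 4.4e-05. Without NP-IWP2 replicate 1 of Day 16, the log2FC values were 3.11 and 3.15. MYH7 lies next to its paralog MYH6, with a closely similar sequence, and reads that match both could have been split between these genes.
MYL2 (ENSG00000111245, chromosome 12 from 110910819 to 110921443) encodes the regulatory light chain of ventricular myosin. It had 0.310 ± 0.0424 FPKM in NP-IWP2 cells on Day 12, 2.47 ± 1.55 FPKM in P-DF cells and 2.21 ± 2.92 FPKM in P-IWP2 cells. On Day 16 it had 21.6 ± 24.1 FPKM in NP-IWP2 cells, 1511 ± 213 FPKM in P-DF cells and 1134 ± 18.2 FPKM in P-IWP2 cells. The Day 16 log2FC was 6.31 in P-DF cells (standard error 1.25, adjusted p = 0.0113 from edgeR's quasi-likelihood test, higher in 2 of 2 libraries). It was 5.95 in P-IWP2 cells (standard error 1.23, adjusted p = 0.0126 from the same test, higher in 2 of 2 libraries). These log2FC values became 8.67 and 8.30 without NP-IWP2 replicate 1 of Day 16 and 5.46 and 5.10 without NP-IWP2 replicate 2.
From Day 12 to Day 16, MYH7 rose with a log2FC of 3.63 in NP-IWP2, 4.81 in P-DF and 5.73 in P-IWP2 cells, and edgeR's adjusted p was 0.104, 0.0203 and 0.00803. The rise of MYL2 was 6.26, 9.52 and 9.33, with adjusted p from edgeR of 0.0639, 0.00454 and 0.00343. In NP-IWP2 cells, 4 of 11 alternatives called the rise of MYH7 and 4 of 11 that of MYL2. There edgeR also called both without the Day 12 library labelled P-IWP2 replicate 5, which has no part in that comparison. The calls therefore do not set the treatments apart. Without replicate 5 of the Day 12 P-IWP2 cells, the rise in P-IWP2 cells was 4.81 for MYH7 and 8.35 for MYL2, and without replicate 6 it was 8.97 and 13.49. In NP-IWP2 cells the rise was 2.98 for MYH7 and 3.90 for MYL2 without replicate 1 of Day 16, and 4.08 and 7.11 without replicate 2. Neither gene was among those whose difference from NP-IWP2 cells was called as changed between the days.
The paper takes its own RNA-seq analyses and real-time PCR to indicate faster differentiation and promoted cardiomyocyte maturation after passaging, compared with static culture.

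**Figure D2:**
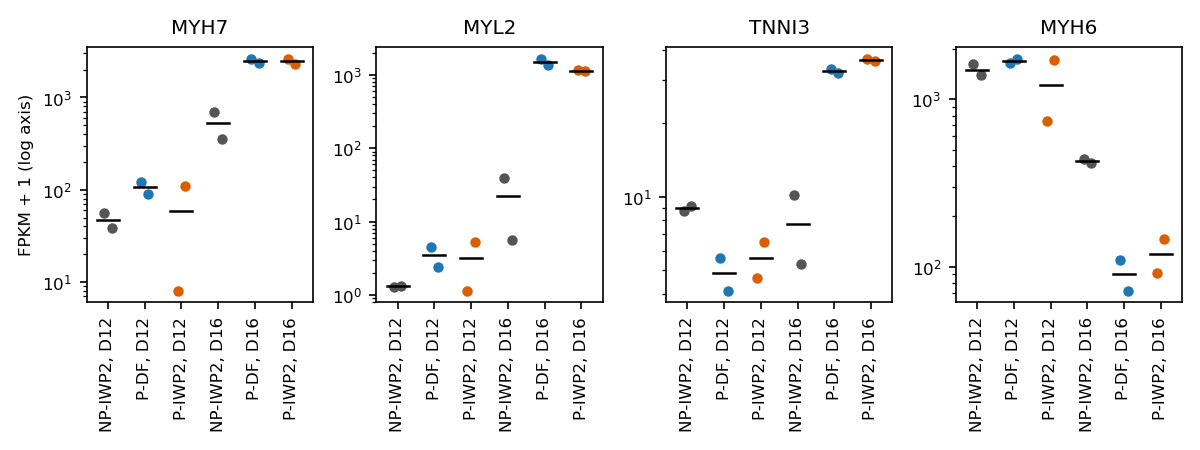
Expression of MYH7, MYL2, TNNI3 and MYH6 in each library on Day 12 and Day 16, in FPKM + 1 on a log axis, for NP-IWP2, P-DF and P-IWP2 cells. Each point is 1 library and the bar is the mean of the 2 libraries. In the passaged cells on Day 16, MYH7 is at means of 2476 and 2477 FPKM against 523 in NP-IWP2 cells.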

To further characterize passaging-induced cardiomyocytes, we then conducted single cell RNA sequencing (scRNA-Seq) to map the transcriptional landscapes of passaged versus non-passaged cells on Day 2, 3 and 10 of differentiation, in the presence or absence of IWP2 (Figure 5E). After quality control filtering, 24,000 cells were retained for transcriptome analysis. For cell type identification, cells in each sample were projected into an adjusted 2D space using Uniform Manifold Approximation and Projection (UMAP) and overlaid with published data set of human embryonic heart cells 14 for comparison (Figure 5F). Four major cell types were annotated in the published *in vivo* data, including cardiomyocytes, fibroblast-like cells, endothelial cells, and other cell types. In our data, hPSC-derived cells clustered according to the differentiation stage, and grouped into two distinct populations on Day 10 (Figure 5E-F). Cells that differentiated in static culture without treatment (NP-DF) were located next to fibroblasts on the UMAP plot. Cells induced by IWP2 (NP-IWP2) or passaging (Pass-DF, Pass-IWP2) distributed to the cardiomyocyte region, and passaging-induced cells located more closely to *in vivo* cardiomyocyte clusters compared to IWP2-induced cells from static culture (Figure 5F). Through the differentiation process, early cardiac progenitor *MESP1* was highly expressed on Day 2, then the expression level declined in all conditions, and faster decline was seen in passaged cells (Figure 5G). Cardiac marker genes, including *TNNT2*, *NKX2-5*, *MYL2, MYH7*, and *MYH6*, were induced by either IWP2 treatment or cell dissociation, or both, and the combination of IWP2 treatment and passaging generated cells with highest maturation marker gene expression (Figure 5G). These observations are consistent with bulk RNA sequencing results. 

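In the bulk libraries of Day 12 and Day 16 together, 6525 genes differed between P-DF and NP-IWP2 cells, 2844 higher and 3681 lower, and 481 differed between P-IWP2 and NP-IWP2 cells, 78 higher and 403 lower. The count for P-IWP2 cells was 4906 without the Day 12 library labelled replicate 5 and 148 without NP-IWP2 replicate 1 of Day 16. Between P-IWP2 and P-DF cells, edgeR called 0 genes, and 1032 had an unadjusted p under 0.05. Without its filter edgeR called 989 genes, while DESeq2 called 5 and limma without the filter 3. Without P-IWP2 replicate 6 of Day 12, 35 genes were called in that comparison, and without any one of the other libraries 0 were, with 542 to 1221 at an unadjusted p under 0.05.
TNNT2 (ENSG00000118194, chromosome 1 from 201359008 to 201377764), the cardiac troponin T gene, had 81.3 ± 9.21 FPKM in NP-IWP2, 92.4 ± 19.3 FPKM in P-DF and 92.8 ± 11.6 FPKM in P-IWP2 cells on Day 16 (SD, n = 2 libraries each). On FPKM, the difference between passaged and static cells was within the spread between replicates. The log2FC was 0.42 in P-DF cells (adjusted p = 0.295, edgeR's quasi-likelihood test), not called. In P-IWP2 cells it was 0.47 (adjusted p = 0.230, edgeR's quasi-likelihood test), also not called. With 1 library of the comparison left out at a time, the P-IWP2 value stayed between 0.40 and 0.53. On TPM, where the median log2FC of all genes was -0.35 in P-DF and -0.41 in P-IWP2 cells, TNNT2 flipped to -0.02 in each and stayed above that median. Without the Day 12 library labelled P-IWP2 replicate 5, TNNT2 passed the threshold on Day 16, with edgeR's adjusted p at 0.0410 in P-DF cells and 0.0231 in P-IWP2 cells, against a range of 0.0504 to 0.943 over the other alternatives. Without P-DF replicate 3 of Day 16 the log2FC in P-DF cells was 0.20.
NKX2-5 (ENSG00000183072) rose from 90.7 ± 2.73 FPKM in NP-IWP2 cells to 118 ± 1.59 FPKM in P-DF cells and 116 ± 1.86 FPKM in P-IWP2 cells on Day 16. It was not called, with a log2FC of 0.61 and 0.63 and adjusted p of 0.418 and 0.384 from edgeR's test, and it was called without the Day 12 library labelled P-IWP2 replicate 5 (adjusted p of 0.000543 and 0.000404 from edgeR's test, against a range of 0.000685 to 0.807 over the other alternatives). The atrial myosin heavy chain gene MYH6 (ENSG00000197616), the paralog next to MYH7, was lower in passaged cells on Day 16. It had 427 ± 13.5 FPKM in NP-IWP2, 89.9 ± 26.8 FPKM in P-DF and 119 ± 38.9 FPKM in P-IWP2 cells. Its log2FC was -2.02 in P-DF cells (standard error 0.460, adjusted p = 0.0196 from edgeR's quasi-likelihood test, lower in 2 of 2 libraries). In P-IWP2 cells it was -1.56 (standard error 0.453, adjusted p = 0.0447 from the same test, lower in 2 of 2 libraries).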

Based on the developmental stages of human embryonic heart data, passaged cells on Day 10 of differentiation distributed closely to embryonic cardiomyocytes between week 5-9 (Figure S5C). For better visualization of the differentiation process, we then used Monocle 3 to perform second-level dimensional reduction of Day 2-3 data (Figure 5H). Primitive streak markers *TBXT* and *MIXL1* were expressed on Day 2. On Day 3, passaged and non-passaged cells showed distinct profiles. Passaged cells expressed lower levels of endoderm progenitor markers, including *EOMES* and *SOX17*. Expression level of procardiac gene *MESP1* was high in Day 2 cells and lower in passaged cells by Day 3, suggesting faster progression to the next stage. *HAND1* was expressed in both passaged and non-passaged cells on Day 3. Cardiomyocyte markers *MYL7*, *TPM1* and *NEBL* emerged early and were expressed at higher levels in passaged cells compared to non-passaged ones on Day 3 (Figure 5H).

Analysis of gene expression on Day 10 showed that hepatocyte marker *AFP* was expressed in non-treated static cells and some IWP2-induced cells (Figure 5I). IWP2- or passaging-induced cells expressed cardiomyocyte markers, including *TNNT2, NKX2-5, MYH7*, *MYH6, MYL7* and *MYL2*, and the overall levels are higher in passaged cells (Figure 5I). Expression levels of additional marker genes from the four cell types in human embryonic heart 14 were analyzed, and the levels of top 30 genes are shown in Figure 5J. Cardiomyocyte markers were enriched in passaging-induced cells, and even more so when passaging was combined with IWP2 treatment. Markers of endothelial cells, fibroblasts and other cell types were enriched in spontaneously differentiated cells in static culture (Figure 5I).

For comparison, the same set of marker genes from human embryonic heart were also used to analyze bulk RNA-seq data, and similar trends were observed (Figure S5D).

Taken together, these data demonstrated that intermediate passaging induced cardiomyocytes in 10 days and suppressed differentiation toward non-cardiac cell types; passaging-induced cells showed gene expression profiles that better matched human embryonic cardiomyocytes, and expressed cardiac maturation markers at higher levels.

In summary, we report here a useful method to redirect cell fate through cell adhesion remodeling. This simple protocol generates cardiomyocytes independent of WNT inhibitor, improves cardiomyocyte yield by up to 10-fold and accelerates cardiomyocyte maturation. Similar manipulations could be applied to other differentiation platforms for optimized production of various cell types, providing a valuable tool for research and clinical applications.

## Discussion

Production of high-purity cardiomyocytes in large quantities is the key for clinical applications. In this study, we discovered that remodeling of cell adhesion during differentiation promotes cardiomyocyte induction from mesendoderm progenitors with significantly enhanced yield. This finding not only offers a low cost and highly efficient method for cardiomyocyte production, but also highlights an interesting phenomenon in hPSC differentiation that cell dissociation at critical points of differentiation redirects cell fate while maintaining the proliferation potential.

The extracellular matrix (ECM) is an essential component of stem cell niche and plays important roles in cell fate determination. In monkey ESCs, highly adhesive ECM substrates like collagen were shown to suppress differentiation, while the less adhesive Matrigel directed cells toward endoderm cell fate, and cells cultured on non-adhesive substrate (agarose) or in suspension displayed elevated cardiac gene expression 15. Matrices of different stiffness were reported to direct mesenchymal stem cells toward different cell fates 16. In static culture, most cells cannot migrate due to high confluence during differentiation, and various cell types emerge from mesendoderm progenitor cells 5. In this study, we show that cell dissociation at critical time points allows cells to re-arrange cell adhesion and migrate, and significantly promotes the generation of cardiomyocytes with high purity. This phenomenon suggests that cell adhesion could have profound influence on cell fate determination.

The crosstalk between cell adhesion and intracellular signaling is well reported. Mechanical strain was reported to inhibit hESC differentiation through the TGFβ/Nodal/Activin signaling pathway 17. ECM protein fibronectin plays an essential role in the development of the asymmetric body plan in mice through activation of Nodal pathway and phosphorylation of Smad2/3 18. Degradation of hyaluronan, a key ECM component, leads to mitochondrial stress through TGFβ pathway 19. To realize this kind of crosstalk between extracellular stimuli and cellular responses, the integrin family of transmembrane receptors play a key role. When activated by extracellular cues, integrins recruit intracellular proteins and regulate multiple intracellular processes, including control of cell migration and survival through FAK/SRC complex, and promotion of cell proliferation through MAPK/ERK and PI3K/AKT 20. Engagement of integrin receptors with the ECM can directly activate Erk, Jnk and p38 MAP kinases, several Rho-family GTPases, and promote the efficient activation of receptor tyrosine kinases 21. On our differentiation platform, we observed a significant decrease in AKT phosphorylation, along with elevated AMPK phosphorylation following the passaging of mesendoderm progenitors, likely mediated by changes in integrin signaling. The impact of cell passaging on cell fate and on key signaling pathways can be mimicked by the inhibition of Src-family tyrosine kinase or focal adhesion kinase, implying how integrin signaling is involved in the cell fate determination process.

During embryogenesis, cells undergo constant movements and rearrangements, and have access to adequate space and nutrients for proliferation. Upregulation of gene expression related to cell migration and ECM organization is a key feature in early human embryonic heart development 14. In contrast, in commonly used *in vitro* differentiation platforms, cells are confined in the same well for prolonged periods of time, and medium is changed on a fixed schedule. Such conditions lead to depletion of resources and contact inhibition due to limited space. By dissociating cells and re-plating them during the critical period of cell fate commitment, our protocol introduces free space, ample nutrients, and reshuffling of cell-cell / cell-ECM contact. This method elevates the expression of functional cardiac genes such as MYH7 and MYL2. More study is necessary to explore how these genes are regulated through cell adhesion during cell fate specification. It is plausible that applying cell adhesion remodeling to other differentiation platforms may also provide a new dimension and help generate previously hard-to-obtain cell types.

Insulin is typically avoided in early cardiac differentiation 3 due to its inhibitory effect on cardiac cell fate. It is often used after Day 7, when cells are already committed to cardiomyocytes, and the commonly used working concentration is 10µg/ml. In our previous study, we found that insulin is important for survival of hESCs after dissociation 9. In this study, we examined its impact on differentiating cells, and also observed enhanced cell survival with insulin treatment. To take advantage of its survival-promoting effect while maintaining cardiac differentiation, we used a low concentration of insulin (1µg/ml). Our results show that insulin significantly enhanced cell survival after passaging (Figure 2D and S2A). When cells are passaged at lower split ratios such as 1:6, addition of insulin led to a slight decrease in purity (Figure S2B) along with an increase in cardiac yield (Figure S2C). In comparison, at higher split ratio such as 1:20, insulin is required for cell survival after passaging, and most cells will die after passaging without insulin (Figure 2H). Overall, successful cardiac differentiation with > 80% TNNT2^+^ cells can be achieved with the use of low-concentration insulin.

Our differentiation platform has several unique features. Cell passaging allows significant expansion of cell number (Figure 1I) and increases the yield of cardiomyocyte production by up to 10-fold compared to IWP2-driven differentiation in static culture (Figure 2H). Compared to cardiomyocyte production in bioreactors 22-25, the cell yield on Day 10 is usually less than 2-fold of the cell input on Day 0 in bioreactors, indicating very limited proliferation. On our platform, cells proliferate more than 10-fold from Day 0 to Day 10, and cell fate determination takes place during continued cell proliferation (Figure 1I). Our RNA-seq data show that passaging-induced cardiomyocytes express higher levels of maturation markers, and the gene expression profile more closely resembles that of embryonic cardiomyocytes compared to the conventional IWP2 method. 

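A score was computed for each bulk library on Day 12 and Day 16 as the mean log2(FPKM + 1) of the 16 maturation markers of Figure S5A minus that of 11 cardiomyocyte genes. The score sets the maturation markers against the general amount of cardiomyocyte transcripts. It was higher in P-DF than in NP-IWP2 cells by 0.18 on average over the days (spread between replicates 0.04, SD, n = 4 libraries per treatment). In P-IWP2 cells it was higher by 0.19, within the spread of 0.24. Neither difference passed a two-sided exact permutation test within each day (p = 0.167 in P-DF and p = 0.333 in P-IWP2 cells), for which 36 arrangements allow no p under 0.0556. The P-IWP2 difference was 0.03 without the Day 12 library labelled replicate 5. On Day 12 alone the score differed by 0.0054 in P-DF cells, within the spread of 0.0491, and by 0.22 in P-IWP2 cells, within the spread of 0.32. On Day 16 alone it differed by 0.35 in P-DF and 0.16 in P-IWP2 cells, so the average in P-DF cells rests on Day 16. The medians do not follow this mean score. The cardiomyocyte genes had a median log2FC of 0.74 and 1.25 in P-DF cells on Day 12 and Day 16 and of 0.17 and 1.65 in P-IWP2 cells, each above that of the maturation markers. The same score of the TCA cycle genes differed from that in NP-IWP2 cells by -0.52 in P-DF cells (exact permutation test, p = 0.0556, the smallest possible) and by -0.28 in P-IWP2 cells (exact permutation test, p = 0.389). Without the Day 12 library labelled replicate 5 the TCA score in P-IWP2 cells was -0.53, and without replicate 6 it was -0.02. No embryonic heart library was used here.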

Cardiomyocyte generation through WNT inhibition is significantly affected by experimental variables like cell plating density and growth rate, leading to batch-to-batch variations. The passaging method, in comparison, consistently produces high-purity cardiomyocytes at a wide range of passaging densities (Figure 1F). It is plausible that a basal level of endogenous signaling normally guides cells to a diverse cell fate in static culture, and this level fluctuates with culture conditions. With the remodeling of cell adhesion and the modulation of key signaling pathways by integrin and its associated proteins, the endogenous signaling is interrupted, and the combined effects of AMPK activation and AKT inhibition leads to generation of cardiomyocytes.

Taken together, we report a method for redirecting cell fate through cell adhesion remodeling. This offers a simple and cost-effective protocol for cardiomyocyte production, and a new angle of cell fate manipulation for clinical and research applications.

## Methods

### Key resources table

### Availability of data and material

RNA-seq data have been deposited in GEO and are publicly available as of the date of publication. The accession numbers are listed in the key resources table.

Requests for resources, reagents and further information should be directed to and will be fulfilled by the lead contact, Guokai Chen ().

### Maintenance of hPSCs

Human embryonic stem cells (hESCs) H1 and H9 and induced pluripotent stem cells (iPSCs) NL-4 were cultured on Matrigel-coated plates in home-made E8 medium 26. Cells were passaged every three days using EDTA method at splitting ratios between 1:6 ~ 1:12 in the presence of ROCK inhibitor Y27632 (5 µM). E8 medium was changed daily. Cells were used for experiments between passage number 30-50 and were routinely tested for mycoplasma, sterility and pluripotency. The use of hPSCs for research was approved by the Institutional Review Board at the University of Macau. All experiments were conducted using H1 cells, unless otherwise specified.

### Differentiation

For differentiation toward mesendoderm progenitors, 70% confluent hPSCs were passaged 1:6 into 12-well plates two days before the start of differentiation as described above and maintained in E8 medium. On Day 0 of differentiation, cells were switched to DF medium (DMEM/F12, ascorbic acid, selenite, transferrin, chemically defined lipid, penicillin/streptomycin) and treated with CHIR-99021 (5 µM), followed by DF medium and insulin (1 µg/ml) on Day 1.

For non-passaged protocol, mesendoderm progenitors were allowed to differentiate in DF medium either spontaneously (without other supplements) or in the presence of IWP2 (3 µM, applied Day 2-4 in DF medium). From Day 5 and onward, cells were cultured in DF medium without additional supplements until sample collection between Day 9-12. Medium was changed daily.

For passaging-driven differentiation, mesendoderm progenitors were dissociated and replated on Day 2 of differentiation (unless otherwise specified). Briefly, cells in 12-well plates were rinsed with DPBS/EDTA (0.5 mM) and incubated in DPBS/EDTA for 5 minutes. After removal of DPBS/EDTA solution, cells were resuspended in DF medium (with or without Y27632 or insulin as described in the manuscript) and plated into new matrigel-coated wells at specified splitting ratios (ratios between 1:1 ~ 1:20 were tested). Cells were then cultured in DF medium until sample collection between Day 9-12. Medium was changed daily. Other treatments were specified if applied.

### Flow cytometry

For FACS analysis, cells were treated with TrypLE Select for 10 minutes and collected as single cells. 5% bovine serum albumin (BSA) was added to neutralize the enzyme. Cells were fixed in 1% paraformaldehyde in 1xPBS for 10 minutes at 37°C, washed, and permeabilized in 90% methanol, 1xPBS for 30 minutes on ice. After blocking with FACS buffer (1% BSA, 0.05% triton X-100, 1xPBS), cells were incubated with primary antibodies (2 hours at room temperature or 4 °C overnight), washed, incubated with fluorescent secondary antibodies, washed again, and resuspended in 1xPBS for analysis by Cytoflex S flow cytometer (Beckman Coulter).

### Cell cycle analysis

Cell cycle status was analyzed using Click-iT® Plus EdU Flow Cytometry Assay Kit following manufacturer's instructions. Briefly, cells at different time points of differentiation were incubated with 10 µM Click-iT® EdU for 30 minutes, harvested using TrypLE Select, then fixed and permeabilized following protocol from the kit. After the Click-iT® reaction, cells were washed, stained with propidium iodide (PI), and then analyzed on flow cytometer.

### Immunostaining

Cells were fixed using 4% paraformaldehyde, 1xPBS, washed, and permeabilized in 0.5% Triton X-100, 1xPBS. After blocking with 1% BSA, 1xPBS, cells were incubated with primary antibodies at 4 °C overnight, washed, and incubated with fluorescent secondary antibodies for one hour in the dark. Hoechst was used for nuclear staining.

### Microscopy

Phase contrast images of cells were taken on on EVOS® FL Auto Imaging System (Thermo Fisher). Fluorescent images were taken on EVOS® FL Auto Imaging System (Thermo Fisher) and Nikon A1R confocal microscope.

### Western blot

For western blotting, cells were lysed in-well using 2xLaemmli Buffer supplemented with protease inhibitor cocktail and phosphatase inhibitors. Protein concentrations of the lysates were measured using BCA assay, and 30µg total proteins were loaded for SDS-PAGE gel. After the gel run, proteins were transferred to PVDF membrane. The blot was blocked in 5% milk, 1xTBST, followed by incubation with primary and secondary (HRP-conjugated) antibodies diluted in 1% BSA, 1xTBST. Chemiluminescence was generated using SuperSignal™ West Pico PLUS Chemiluminescent Substrate or SuperSignal™ West Dura Extended Duration substrate and detected using ChemiDoc MP Imaging System (Bio-Rad). β-actin was used as loading control.

### Quantitative PCR

Total RNA was extracted using RNAiso Plus reagent (Takara) following kit instructions. cDNA was generated from 1µg total RNA using High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems). Quantitative PCR was carried out using TB Green Premix Ex Taq (Takara) on Applied Biosystems ViiA™ 7 Real-Time PCR System. Expression levels were normalized to *GAPDH*.

### Bulk RNA-seq

For bulk RNA sequencing, RNA was harvested using RNAiso Plus (Takara). 1 μg total RNA was used for library preparation. cDNA synthesis was carried out using NEBNext® Single Cell/Low Input cDNA Synthesis & Amplification Module. Libraries were prepared using SMRTbell® prep kit 3.0 following standard protocol.

Sequence reads were trimmed to remove adaptor sequence/low-quality sequence using Cutadapt, and clean data were aligned to reference genome by Hisat2 (v2.0.1). Read count extraction and normalization were performed by HTSeq (v0.6.1). Differential expression analysis was implemented using the DESeq2 Bioconductor package with adjusted p-val < 0.05 as cutoff. Variance-stabilizing transformation (VST) was used to process the global read counts. Hierarchical clustering was performed by Hclust. Gene Ontology (GO) enrichment analysis was carried out by clusterProfiler 27, 28. Cell type enrichment analysis was performed using Enrichr 29-31. For data visualization, we utilized the ggplot2 and pheatmap packages.

### scRNA-seq

For single-cell RNA sequencing, samples were collected on Day 2 (prior to passaging / treatment), Day 3 and Day 10 of differentiation. Cells were harvested and encapsulated using the Nadia system (Dolomite Bio). After reverse transcription and PCR amplification, 800 STAMPs were purified and used for library preparation. Tagmentation of cDNA was carried out with Nextera XT Kit.

After sequencing on Illumina Hiseq PE150 platform, the raw paired-end reads underwent trimming and filtering using the Drop-seq_tools-2.5.3. Subsequently, alignment to the human genome GRCh38 (hg38) was carried out by STAR 32. The default threshold of 200 genes per cell was used as the minimum requirement. Further filtration steps were applied to generate the cell expression matrix. Gene expression levels were quantified as transcripts per million (TPM) across all single-cell datasets. To enhance comparability, TPM values were converted to log2(TPM+1). These transformed values were utilized as input for downstream analyses using *Seurat* 33 and *Monocle 3* 34. The IntegrateData function from Seurat was used to integrate published human embryonic heart cell dataset 14 and our scRNA-seq data, with the cell counts in our data downsized to 3000 to match the *in vivo* dataset. The function FindAllMarkers was used to identify the DEGs in each cell-type (logFC = 0.25, min.pct = 0.01). The specific expression patterns in dot plots, heatmaps and feature plots were generated using the scRNAtoolVis package (version 0.0.5).

### Electrophysiology

Whole-cell patch clamping was carried out in the current clamp mode using Axon Axopatch 200B Microelectrode Amplifier following standard procedure. Field potentials of cardiomyocytes were measured in 48-well multi-electrode array (MEA) on Maestro 768D MEA system (Axion BioSystems), and data were analyzed in AXIS software using Statistics Compiler.

### Statistical analysis

Data are presented as mean±SD of three independent experiments unless otherwise specified. Statistical significance was determined using Student's t-test or One-Way ANOVA with Dunnett's Multiple Comparison Test.

## Supplementary Material

Supplementary figures, table 1 and table legends, and video legends.

Supplementary table 2.

Supplementary table 3.

Supplementary video 1.

Supplementary video 2.

## Figures and Tables

**Figure 1:**
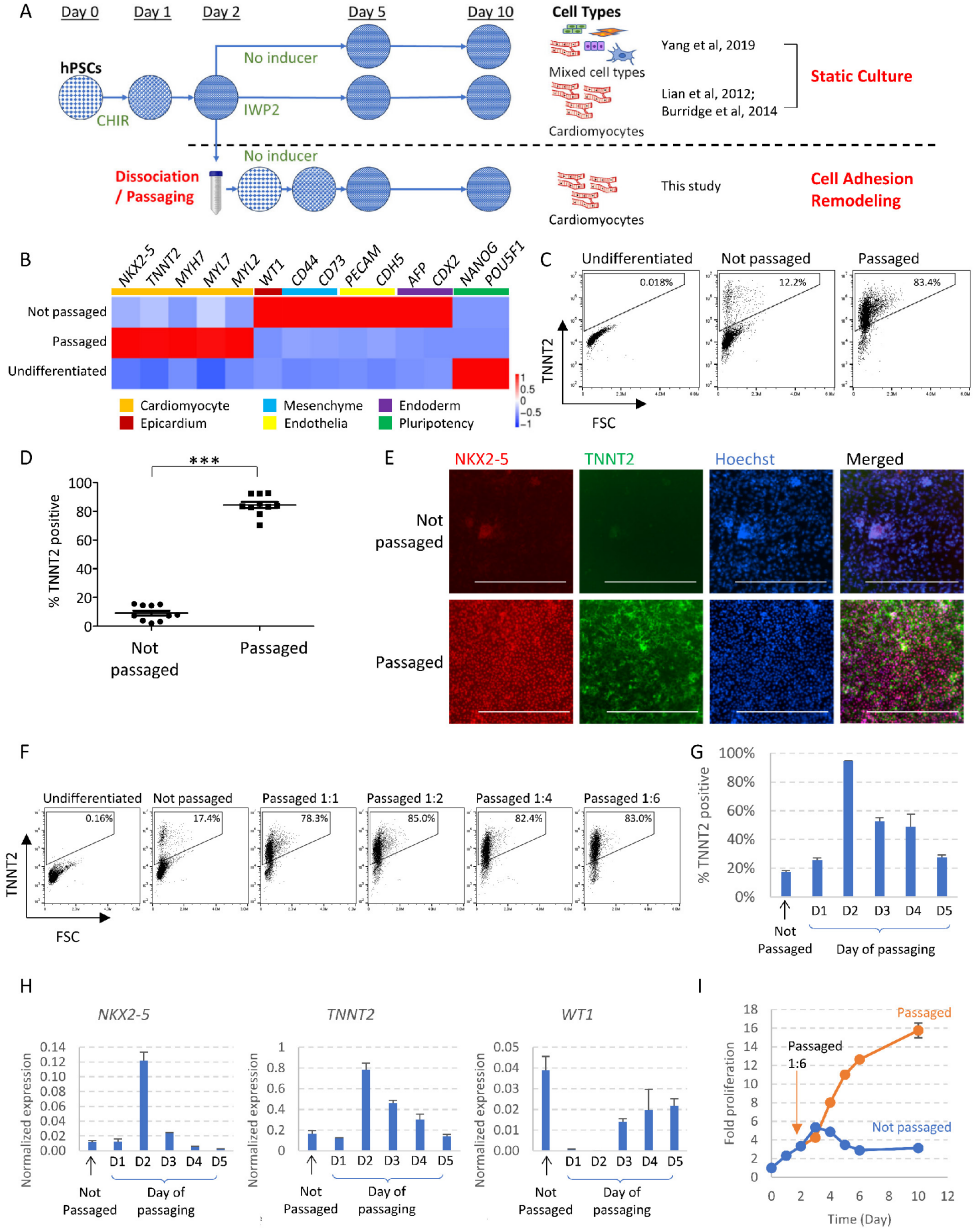
** Cell adhesion remodeling induces cardiac fate with expanded proliferation potential. See also Figure S1 and Supplemental Video 1.** A) Schematic drawing of our differentiation platform in comparison to conventional differentiation in static culture. hPSCs are induced toward mesendoderm progenitors with WNT activator CHIR99021 (5µM in DF medium on Day 0, followed by insulin 1µg/ml in DF medium on Day 1). On conventional differentiation platforms, if no external inducers were applied subsequently, cells kept in static culture will yield a mixture of different cell types (Top); If WNT inhibitor IWP2 was applied, cells will be directed toward cardiomyocyte cell fate (Middle). In this study, we examine the impact of cell adhesion remodeling on cell fate determination (Bottom). Cells are dissociated and passaged onto new culturing surfaces on Day 2 (or other specified time points), and the outcomes of differentiation are examined by Day 10. Cardiomyocytes are induced by passaging without IWP2 or other inducers. B) Heatmap of gene expression levels on Day 10 of differentiation, measured by qPCR (n = 3 biological replicates; Data are representative of three independent experiments). Mesendoderm progenitors derived from H1 cells were allowed to spontaneously differentiate with or without cell dissociation and replating on Day 2 (passaged versus not passaged). Samples were collected on Day 10. Data are normalized to *GAPDH* and heatmap generated using ImageGP (scaled by column) 35. C-D) Percentage of cells expressing TNNT2, measured by FACS analysis on Day 10 of differentiation (Data presented as mean ± SEM, n = 10 independent experiments). ***, p < 0.001 by Student's t-test. E) Immunostaining showing expression of NKX2-5 and TNNT2 on Day 10 of differentiation. Scale bar, 400µm. F) FACS analysis of TNNT2^+^ cells on Day 10. Cells were passaged on Day 2 at different split ratios and compared with static culture. Data are representative of three independent experiments. G) Flow cytometry analysis of TNNT2^+^ cells on Day 10, comparing cells dissociated and replated on different days in the differentiation process. Data presented as mean ± SD of three biological replicates. H) qPCR analysis on Day 10 of differentiation, comparing cells dissociated and replated on different days in the differentiation process. Data were normalized to *GAPDH* and presented as mean ± SD of three biological replicates. I) Total cell count with or without passaging (at a ratio of 1:6) on Day 2 of differentiation, normalized to Day 0 cell count. Data presented as mean ± SD of three biological replicates and are representative of three independent experiments.

**Figure 2:**
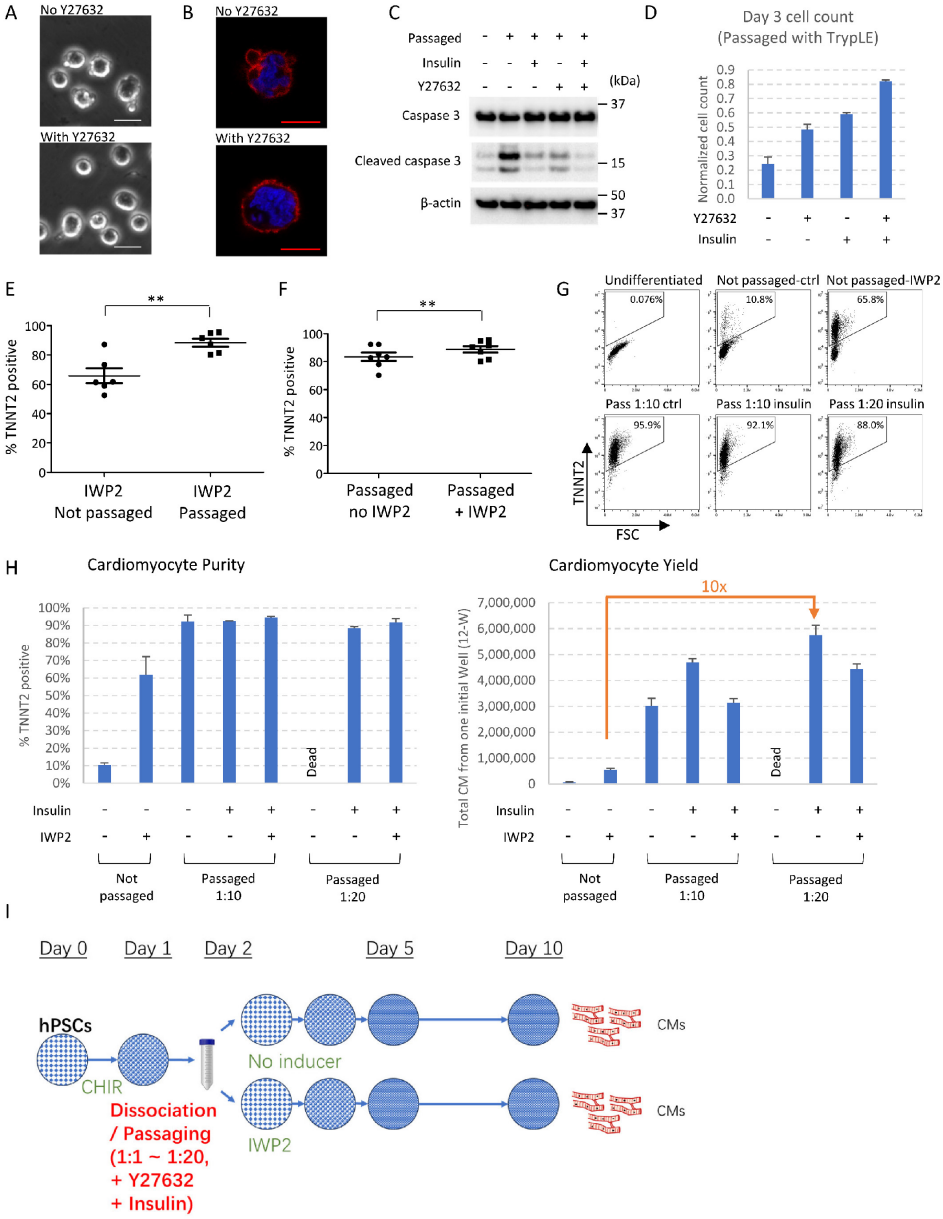
** Synergistic signaling modulation maximizes cardiomyocyte production after cell dissociation. See also Figure S2 and Supplemental Video 2.** A) Phase contrast images of mesendoderm progenitors right after cell dissociation by EDTA on Day 2, in the presence or absence of Y27632. Scale bar, 20µm. B) Phalloidin staining of H1-derived mesendoderm progenitors immediately after cell dissociation with EDTA on Day 2, in the presence or absence of Y27632. Scale bar, 10µm. C) Western blot showing the levels of caspase 3 and cleaved caspase 3 in dissociated mesendoderm progenitors in the presence or absence of insulin and Y27632. Samples were collected 2 hours after cell dissociation by TrypLE Select and replating at 1:6 split ratio. D) Cell count on Day 3, 24 hours after cell dissociation and replating (1:6) on Day 2 using TrypLE Select. Cell numbers were normalized to the number of cells seeded on Day 2. Data presented as mean ± SD of three biological replicates and are representative of three independent experiments. E) FACS analysis of TNNT2^+^ cells on Day 10 of differentiation following IWP2 treatment (applied Day 2-4), with or without passaging (1:6) on Day 2. Data presented as mean ± SEM of 6 independent experiments. **, p < 0.01 by paired t-test. F) FACS analysis of TNNT2^+^ cells on Day 10 of differentiation following passaging (1:6) on Day 2, with or without IWP2 treatment (applied Day 2-4). Data presented as mean ± SEM of 7 independent experiments. **, p < 0.01 by paired t-test. G) FACS analysis of TNNT2^+^ cells on Day 10 of differentiation. Cells were dissociated and replated on Day 2 at split ratios of 1:10 (Pass 1:10) or 1:20 (Pass 1:20) with or without insulin (1µg/ml, applied Day 2~4), and results were compared to static culture. Cells passaged 1:20 without insulin were mostly dead and results were not included. H) Cardiomyocyte purity (% TNNT2^+^) and yield (total cardiomyocytes generated from one initial well on 12-well plate) on Day 10 of differentiation following low-density passaging on Day 2 (split ratios 1:10 or 1:20), with or without insulin (1µg/ml, Day 2-4) or IWP2 treatment (3µM, Day 2-4). Data presented as mean ± SD of three biological replicates and are representative of three independent experiments. I) Schematic drawing of the optimized protocol for cardiomyocyte induction by passaging. CHIR, CHIR99021. The addition of insulin (1µg/ml) is optional at lower split ratios and required at higher split ratios.

**Figure 3:**
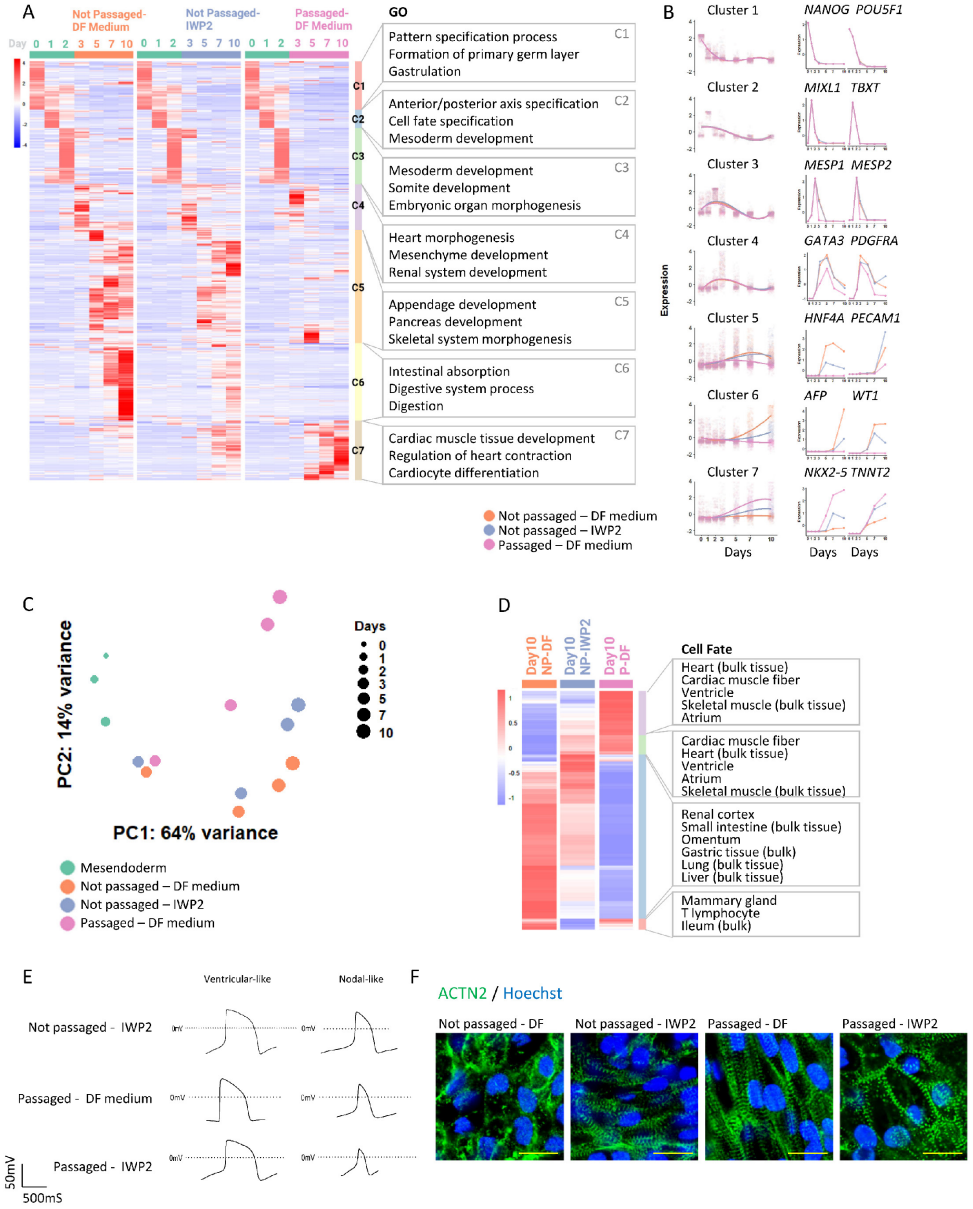
** Transcriptomic analysis of cardiac induction following cell adhesion remodeling. See also Figure S3 and Table S3.** A) Heatmap with hierarchical clustering showing differentially expressed genes (DEGs) at different time points under various treatments (pval < 0.05, logFC > 5). All the groups were subjected to the same treatments from Day 0-2. H1 cells were induced toward mesendoderm progenitors as described in Figure 1A, and then were allowed to spontaneously differentiate without treatment (Not passaged - DF medium), induced by IWP2 treatment (Not passaged - IWP2), or passaged 1:6 on Day 2 and then allowed to differentiate without treatment (Passaged - DF medium). DF medium: DMEM/F12, ascorbic acid, selenite, transferrin, chemically defined lipid, penicillin/streptomycin. Samples were collected for RNA-seq on Day 0, 1, 2, 3, 5, 7 and 10. Gene Ontology (GO) terms associated with each cluster are shown on the right. B) Left: Cubic spline curves for the seven clusters from (A), comparing the three differentiation conditions mentioned above, each point representing an individual gene. Shaded areas represent the 95% confidence interval. Expression levels of all genes were standardized to mean = 0 and SD = 1. Right: Expression of representative genes over time under the three differentiation conditions (computed counts per million, CPM). C) Principal component analysis (PCA) plot illustrating cell differentiation under three conditions. Green dots, differentiation of H1 cells toward mesendoderm progenitors (Day 0-2). Orange, blue and pink dots represent cells under different treatments on Day 3, 5, 7 and 10. Sizes of dots represent days of differentiation. D) Heatmap showing Day 10 DEGs from RNA-seq. Cell type enrichment analysis was performed with Enrichr using ARCHS4_Tissues. E) Representative patch clamp recordings of cardiomyocyte action potentials in cardiomyocytes induced by IWP2, passaging, and combined treatment with both IWP2 and passaging. F) Immunostaining of ACTN2 (green) in Day 20 cells differentiated from H1 under different conditions. Nuclei were stained with Hoechst (blue). Scale bar, 20µm.

**Figure 4:**
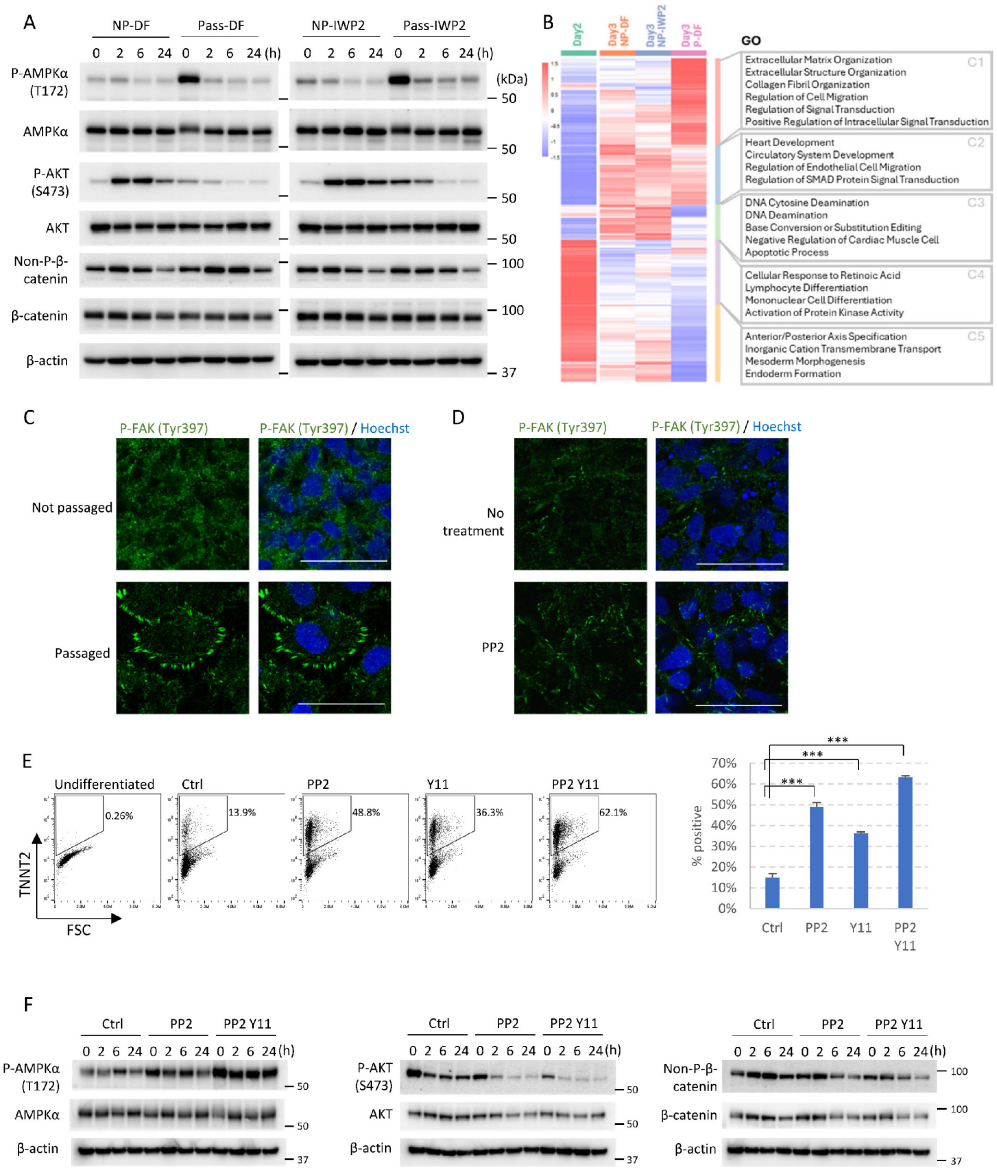
** Cell adhesion remodeling regulates AMPK and AKT signaling through the integrin pathway. See also Figure S4.** A) Western blot showing levels of phosphorylated AMPKα (T172), total AMPKα, phosphorylated AKT (S473), total AKT, non-phosphorylated (active) β-catenin and total β-catenin. Mesendoderm progenitors (derived from H1 cells as shown in Figure 1A) on Day 2 of differentiation were either passaged using EDTA or not passaged (left in the same well and changed to fresh DF medium), with or without IWP2 treatment. Samples were collected right after manipulation (0 hr) and after 2, 6, 24 hours. NP-DF, not passaged and no treatment. Pass-DF, passaged and no treatment. NP-IWP2, not passaged, treated with IWP2 (3µM). Pass-IWP2, passaged on Day 2 and treated with IWP2 (Day 2-4, 3µM). β-actin was used as loading control. B) Heatmap showing Day 2-3 DEGs from RNA-seq. GO terms associated with each cluster are shown on the right. C) Immunostaining of phosphorylated FAK (Tyr397, green) in passaged versus non-passaged cells. H1 cells were induced to mesendoderm progenitors as described in Figure 1A. Cells were fixed for immunostaining two hours after medium change (non-passaged well, DF medium) or passaging (passaged well, DF medium) on Day 2. Nuclei were stained with Hoechst (blue). Scale bar, 50µm. D) Immunostaining of phosphorylated FAK (Tyr397, green) after SRC inhibitor treatment. H1 cells were induced to mesendoderm progenitors. Cells were treated with or without PP2 (5µM) on Day 2 for 24 hours in DF medium, cultured in DF medium for another day, and fixed for immunostaining. Nuclei were stained with Hoechst (blue). Scale bar, 50µm. E) Flow cytometry analysis of TNNT2^+^ cells on Day 10 following treatment with PP2, Y11 or both on Day 2. Data presented as mean ± SD of three biological replicates. ***, p < 0.001 compared to control (One-Way ANOVA with Dunnett's Multiple Comparison Test). F) Western blot showing levels of phosphorylated AMPKα (T172), total AMPKα, phosphorylated AKT (S473), total AKT, non-phosphorylated (active) β-catenin and total β-catenin. Mesendoderm progenitors (derived from H1 cells as shown in Figure 1A) on Day 2 of differentiation were treated with PP2 (5µM) or PP2 combined with Y11 (10µM) and compared to control (Ctrl, fresh DF medium only). Samples were collected right after manipulation (0 hr) and after 2, 6, 24 hours. β-actin was used as loading control.

**Figure 5:**
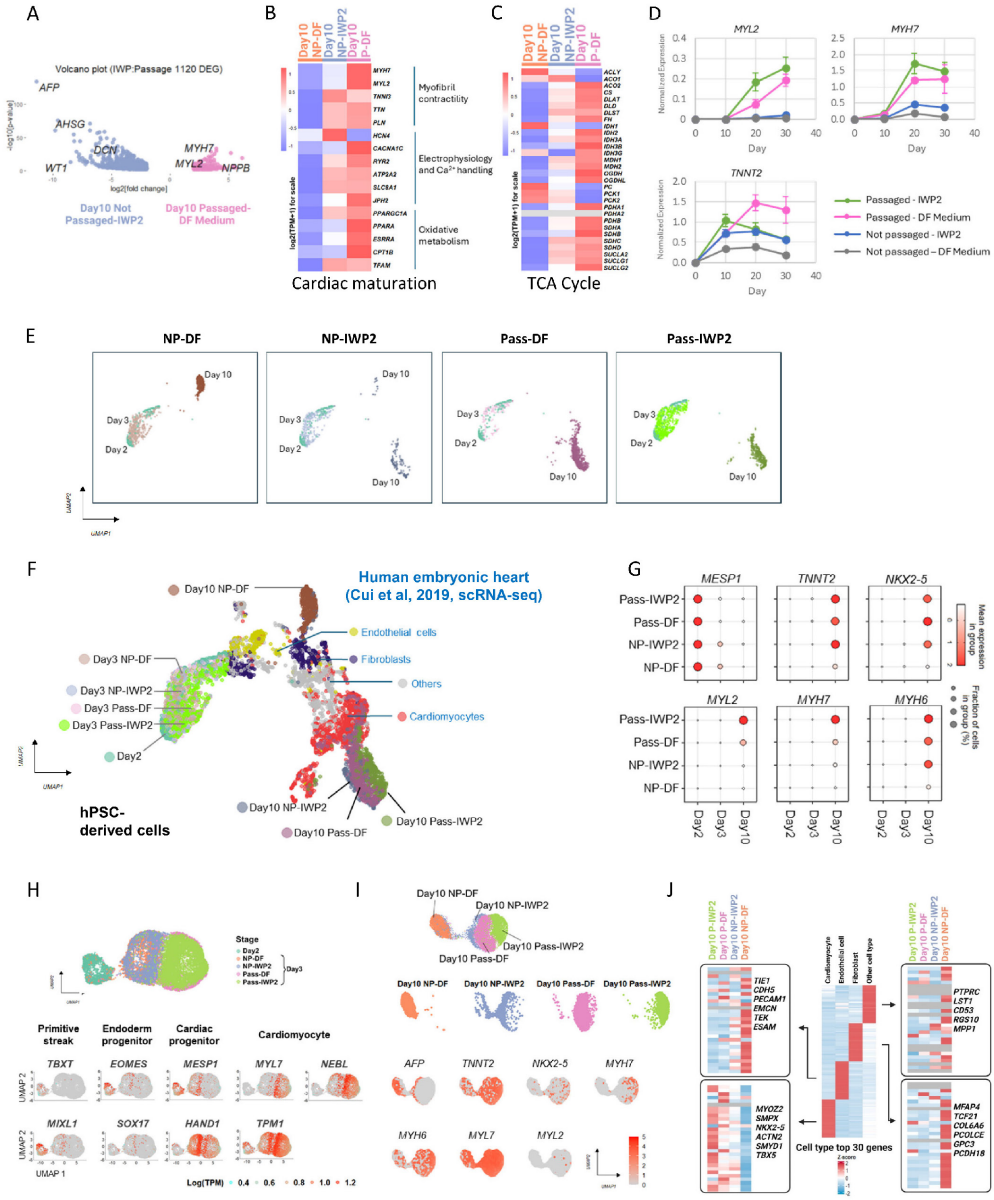
** Cell adhesion remodeling accelerates cardiac fate determination and maturation. See also Figure S5.** A) Volcano plot showing DEGs between Day 10 cardiomyocytes induced by passaging and by IWP2 treatment. The x-axis corresponds to fold changes on a log2 scale. The y-axis corresponds to the P-value measured on a log10 scale. B) Heatmap showing the expression of cardiac maturation marker genes on Day 10 in cells differentiated under no treatment (NP-DF), treated with IWP2 (NP-IWP2), or passaged on Day 2 (P-DF). C) Heatmap showing the expression of TCA cycle genes on Day 10. D) Expression of *MYL2*, *MYH7* and *TNNT2* in H1-derived cardiomyocytes induced by IWP2 (Not passaged-IWP2), passaging (Passaged-DF Medium), or both (Passaged-IWP2), measured by qPCR on Day 10, 20 and 30 of differentiation. Control wells (Not passaged-DF medium) were kept in DF medium from Day 2 without passaging or IWP2. IWP2 treatment was applied from Day 2 to Day 4. Passaging was performed on Day 2. Cells were maintained in DF medium with daily medium change. Data presented as mean ± SD of three biological replicates and are representative of three independent experiments. E) Uniform Manifold Approximation and Projection (UMAP) plots generated with top 2000 variable features from single cell RNA sequencing of H1-derived cells on Day 2, 3, 10 of differentiation. H1 cells were induced to mesendoderm progenitors as described in Figure 1A, then cultured under four conditions: DF medium only with daily medium change (NP-DF), IWP2 treatment (NP-IWP2, 3µM applied Day 2-4), passaged on Day 2, then cultured in DF medium (Pass-DF), passaged on Day 2, and treated with IWP2 (Pass-IWP2, 3µM applied Day 2-4). F) Overlaid UMAP plot of two scRNA-Seq datasets, human embryonic heart (GSE106118) 14 and H1-derived cells (on Day 2, 3, 10 of differentiation). Colors represent different treatments / time points in our data, and different cell types in human embryonic heart data. G) Dot plot of scRNA-seq data showing expression patterns of representative genes in cells differentiated under different treatments. Dot sizes represent the fraction of cells within each group. The color shades of the dots represent the mean expression level of genes. H) Analysis of Day 2-3 scRNA-seq data. Top: UMAP plot, Colors indicate different treatments. Bottom: Feature plots illustrating the expression of marker genes for primitive streak, endoderm progenitor, cardiac progenitor and cardiomyocytes on Day 2-3. Color scales represent log2(TPM+1). I) Analysis of Day 10 scRNA-seq data. Top: UMAP plot, Colors indicate different treatments. Middle: Faceted view of the distribution of cells from different treatments in UMAP. Bottom: Feature plots illustrating the expression of marker genes on Day 10. Color scales represent log2(TPM+1). J) Middle: Heatmap displaying the Z-score-scaled average expression levels of the top 30 DEGs in human embryonic heart cell types. Left and right: Heatmaps showing the expression of top 30 DEGs from human embryonic heart cells in hPSC-derived cells generated under different treatments, based on Day 10 scRNA-seq results. Gray indicates expression values of 0.

**Table 1:** Key resources

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		
Mouse anti-troponin T (cardiac/slow)	DSHB	Cat# CT3
Rabbit anti-NKX2.5	Santa Cruz	Cat# sc-14033
Mouse anti-alpha actinin (ACTN2)	Sigma	Cat# A7811
Rabbit anti-Phospho-AMPKα (Thr172)	Cell signaling	Cat# 2535
Rabbit anti- AMPKα	Cell signaling	Cat# 5831
Rabbit anti- Phospho-Akt (Ser473)	Cell signaling	Cat# 9271
Rabbit anti-AKT	Cell signaling	Cat# 9272
Rabbit anti-non-phospho (active) β-Catenin (Ser33/37/Thr41)	Cell signaling	Cat# 4270s
Rabbit anti-β-Catenin	Upstate	Cat# 06-734
Mouse Anti-phospho-Focal Adhesion Kinase (Tyr397)	Millipore	Cat# 05-1140
Mouse anti-β-actin	Santa Cruz	Cat# sc-47778
Peroxidase AffiniPure Goat Anti-Rabbit IgG (H+L)	Jackson ImmunoResearch	Cat# 111-035-144
Peroxidase AffiniPure Goat Anti-Mouse IgG (H+L)	Jackson ImmunoResearch	Cat# 115-035-146
Alexa Fluor® 594 AffiniPure™ Donkey Anti-Rabbit IgG (H+L)	Jackson ImmunoResearch	Cat# 711-585-152
Alexa Fluor® 488 AffiniPure Goat Anti-Mouse IgG	Jackson ImmunoResearch	Cat# 115-545-071
**Chemicals, Peptides, and Recombinant Proteins**		
DMEM/F12	Thermo Fisher Scientific	Cat# 11330-032
Penicillin/Streptomycin	Thermo Fisher Scientific	Cat# 15140-122
Holo-Transferrin human	Sigma-Aldrich	Cat# T0665
L-Ascorbic acid 2-phosphate sesquimagnesium salt hydrate	Sigma-Aldrich	Cat# A8960
Sodium Selenite	Sigma-Aldrich	Cat# S5261
Recombinant Human TGF-β1	Peprotech	Cat# 100-21
Recombinant Human FGF2	Chen lab, University of Macau	N/A
Insulin	Sigma-Aldrich	Cat# I9278
Matrigel	Corning	Cat# 354230
ROCK inhibitor Y-27632	DC chemical	Cat# DC1028
DPBS	Thermo Fisher Scientific	Cat# 14190-144
0.5M EDTA	Thermo Fisher Scientific	Cat# AM9262
Chemically Defined Lipid Concentrate	Thermo Fisher Scientific	Cat# 11905031
Alexa Fluor™ 555 Phalloidin	Thermo Fisher Scientific	Cat# A34055
Hoechst 33258	Thermo Fisher Scientific	Cat# H1398
IWP2	Selleck	Cat# S7085
CHIR-99021 HCl	Selleck	Cat# S2924
PP2	Enzo	Cat# BML-EI297
Y11	Tocris	Cat# 4498
TrypLE Select Enzyme (1X)	Thermo Fisher Scientific	Cat# 12563-029
Chemically Defined Lipid Concentrate	Thermo Fisher Scientific	Cat# 11905031
Bovine serum albumin (BSA)	Sigma	Cat# A7030
Gibco™ PSC Cardiomyocyte Maintenance Medium	Thermo Fisher Scientific	Cat# A2920801
**Commercial Assays**		
Click-iT® Plus EdU Flow Cytometry Assay Kit	Molecular Probes	Cat# C10633
RNAiso Plus reagent	Takara	Cat# 9109
High-Capacity cDNA Reverse Transcription Kit	Applied Biosystems	Cat# 4368814
TB Green Premix Ex Taq (Tli RNase H Plus)	Takara	Cat# RR420
Nextera XT DNA Library Preparation Kit	Illumina	Cat# FC-131-1024
SuperSignal™ West Pico PLUS Chemiluminescent Substrate	Thermo Fisher Scientific	Cat# 34577
SuperSignal™ West Dura Extended Duration substrate	Thermo Fisher Scientific	Cat# 34075
BCA protein assay kit	Thermo Fisher Scientific	Cat# RE232675
**Deposited data**		
RNA-seq data	This paper	GEO: GSE262203, GEO: GSE271094
scRNA-seq data	This paper	GEO: GSE262425
**Experimental Models: Cell Lines**		
H1 hESC line	WiCell Research Institute	NIHhESC-10-0043
H9 hESC line	WiCell Research Institute	NIHhESC-10-0062
NL-4 hiPSC line	National Institutes of Health (National Center for Regenerative Medicine)	NCRM-4
**Primers**		
Listed in Table S1	N/A	N/A
**Software and Algorithms**		
R version 4.1.2		https://www.r-project.org/

# Supplementary material for: Remodeling Cell Adhesion Releases Cardiac Potential of Human Pluripotent Stem Cells with Continuous Proliferation and Accelerated Maturation
**Source:** Int J Biol Sci. 2025 Oct 10;21(15):6542–58. doi: 10.7150/ijbs.120853
**Supplement:** Supplementary file 1 — Supplementary figures, table 1 and table legends, and video legends.

# **Remodeling Cell Adhesion Releases the Cardiac Potential of Human Pluripotent Stem Cells with Continuous Proliferation and Accelerated Maturation**

Weiwei Liu, Chuyu Liu, Qian Wang, Chengwu Li, Jiaxian Wang, Ning-Yi Shao, Guokai Chen

## **List of supplemental materials**

Supplemental figures and legends

Supplemental video

Supplemental video 1. Beating cardiomyocytes induced by passaging

Supplemental video 2. Beating cardiomyocytes induced by passaging and IWP2

Table S1. Primers used in quantitative PCR

Table S2. qPCR data used to generate heatmaps

Table S3. List of differentially expressed genes (DEGs) from RNA-seq analysis

**Figure S1**

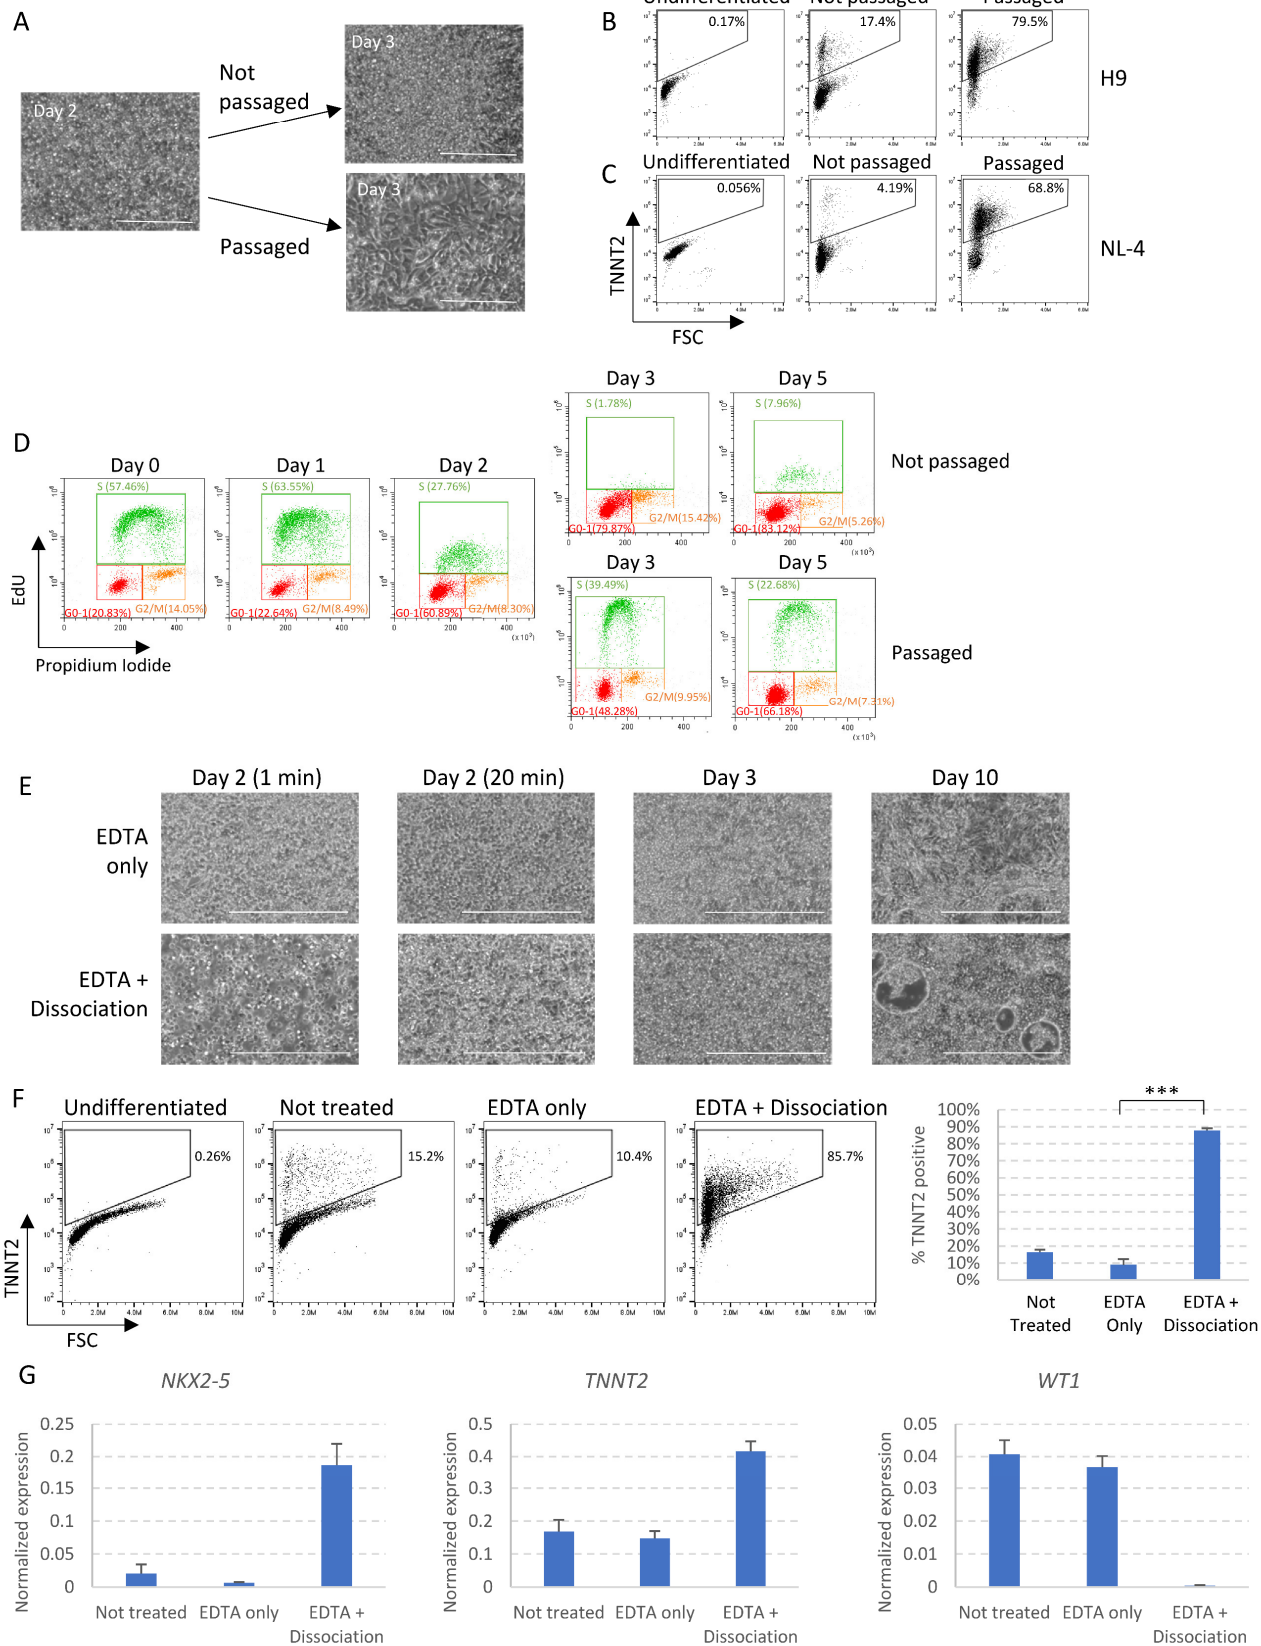

**Figure S1. Dissociation of cell-matrix adhesion releases cardiac potential during critical period of cell fate determination. Related to Figure 1.**

A) Phase contrast images of Day 3 cells. Scale bar, 400 $\mu$ m. B-C) Impact of Cell adhesion remodeling on spontaneous differentiation of mesendoderm progenitors induced from H9 hESC (B) and NL-4 iPSC (C) lines. TNNT2<sup>+</sup> cells were analyzed by flow cytometry on Day 10 of differentiation. D) Cell cycle analysis using Edu and propidium iodide (PI). Red, G0-1 phase; Orange, G2/M phase; Green, S phase. Data are representative of three independent experiments. E) Comparison of cells treated with EDTA and dissociated / replated on Day 2 (bottom row) versus those treated with EDTA but not dissociated on Day 2 (top row). Phase contrast images were taken right after treatment (1 min) on Day 2, 20 minutes after treatment on Day 2, and on Day 3 and Day 10 of differentiation. Scale bar, 400 $\mu$ m. F) Flow cytometry analysis of TNNT2<sup>+</sup> cells on Day 10 of differentiation, comparing untreated, EDTA-treated and EDTA-treated + dissociated cells. Data presented as mean  $\pm$  SD of three biological replicates. \*\*\*,  $p < 0.001$  (One-Way ANOVA with Dunnett's Multiple Comparison Test). G) qPCR analysis on Day 10 of differentiation, comparing untreated, EDTA-treated and EDTA-treated + dissociated cells. Data are normalized to *GAPDH* and presented as mean  $\pm$  SD of three biological replicates.

**Figure S2**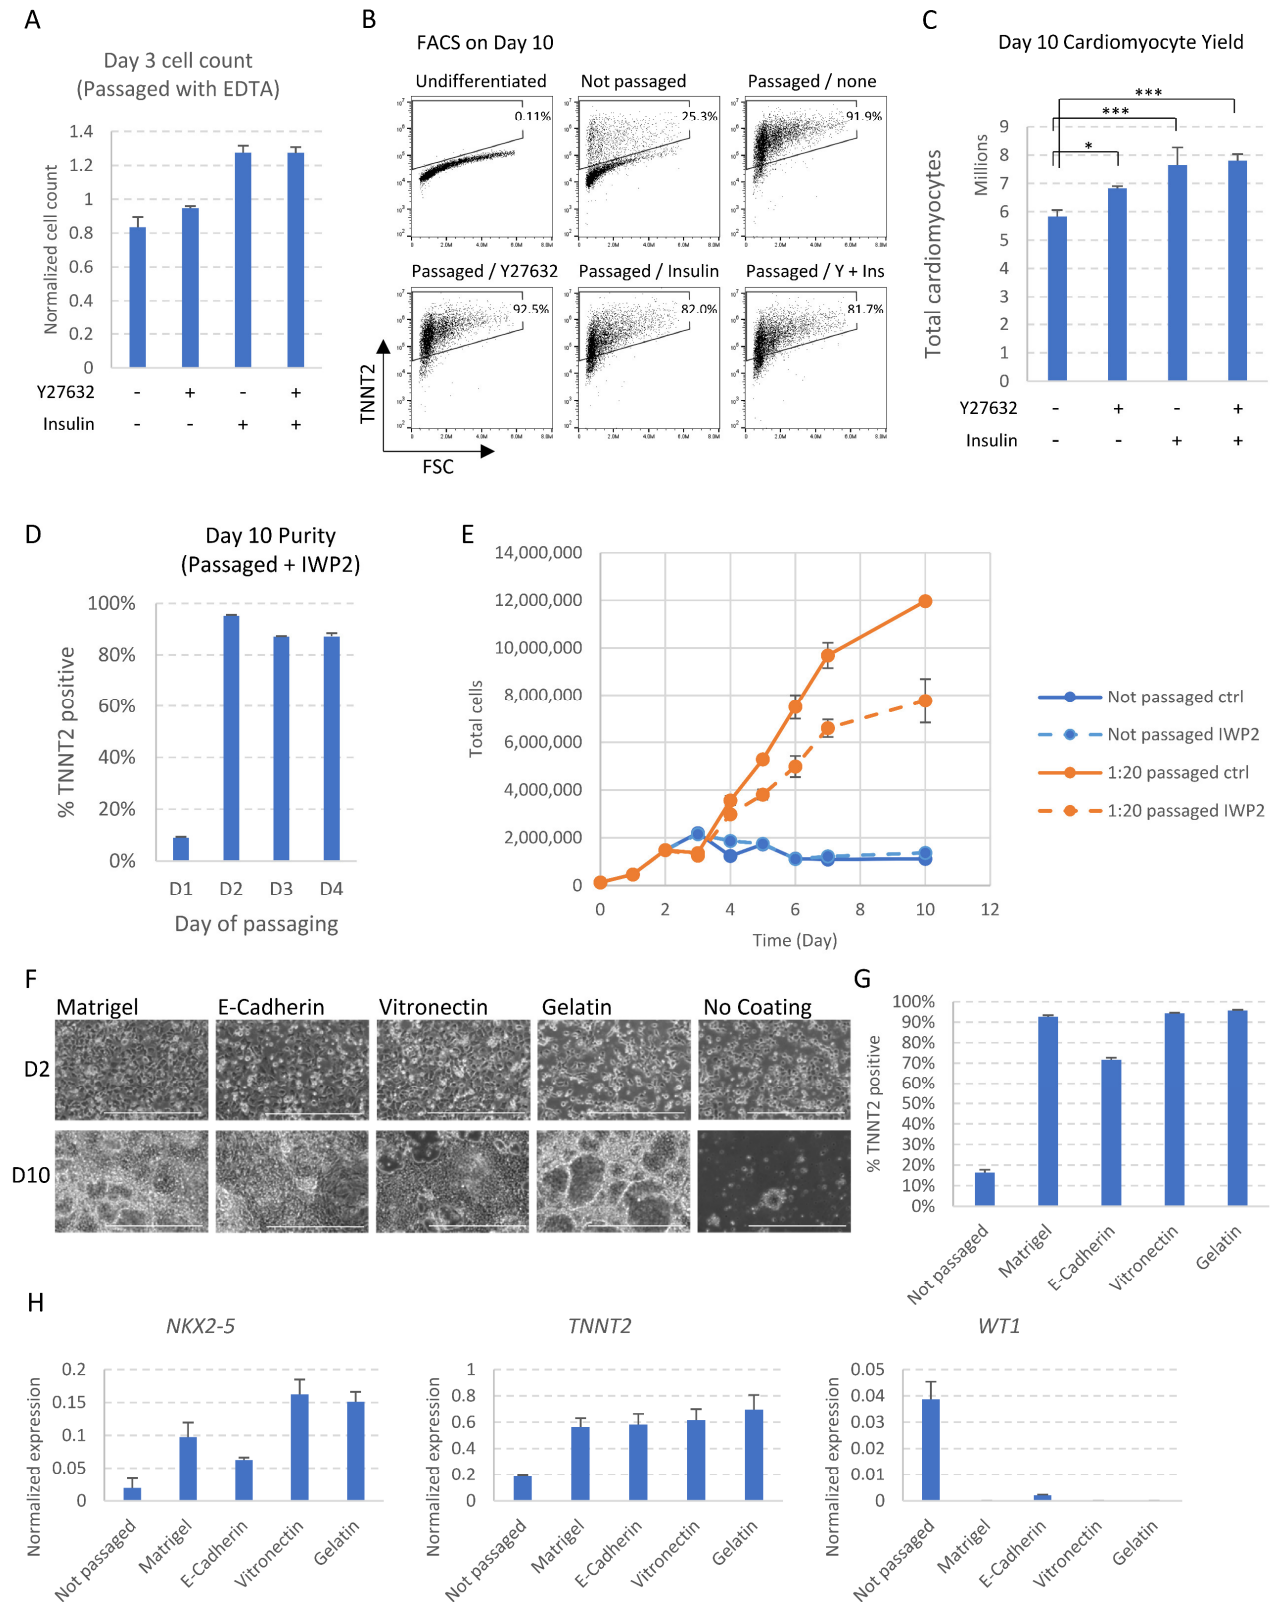

**Figure S2. Synergistic signaling modulation maximizes cardiomyocyte production after cell dissociation. Related to Figure 2.**

A) Cell count on Day 3, 24 hours after cell dissociation and replating on Day 2 using EDTA method. Cell numbers were normalized to the number of cells seeded on Day 2. Data presented as mean  $\pm$  SD of three biological replicates. B-C) FACS analysis of TNNT2<sup>+</sup> cells on Day 10 of differentiation, showing the impact of ROCK inhibitor Y27632 and insulin. Cells were induced toward cardiomyocytes by dissociation on Day 2 in the presence or absence of Y27632 (5uM) or insulin (1μg/ml), applied on Day 2. Data presented as mean  $\pm$  SD of three biological replicates. \*,  $p < 0.05$ ; \*\*\*,  $p < 0.001$  compared to control (One-Way ANOVA with Dunnett's Multiple Comparison Test). D) FACS analysis of TNNT2<sup>+</sup> cells on Day 10 of differentiation, comparing cells dissociated and replated on different days in the differentiation process with IWP2 applied Day 2-4. Data presented as mean  $\pm$  SD of three biological replicates. E) Cell growth curve through the differentiation process. Cells were passaged on Day 2 at a split ratio of 1:20 and compared to non-passaged cells. IWP2 was applied Day 2-4. Data presented as mean  $\pm$  SD of three biological replicates, and numbers represent the total cell count generated from one initial well on a 24-well plate. F) Morphology of cells plated in Matrigel-, E-Cadherin-, vitronectin-, gelatin-coated or uncoated plates after dissociation on Day 2. Phase contrast images were taken on Day 2 (2 hours after dissociation) and Day 10 of differentiation. Scale bar, 400μm. G) FACS analysis of TNNT2<sup>+</sup> cells on Day 10 of differentiation, comparing cells plated on different substrates. Data presented as mean  $\pm$  SD of three biological replicates. H) qPCR analysis on Day 10 of differentiation, comparing cells plated on different substrates. Results are normalized to *GAPDH*. Data presented as mean  $\pm$  SD of three biological replicates.

**Figure S3**

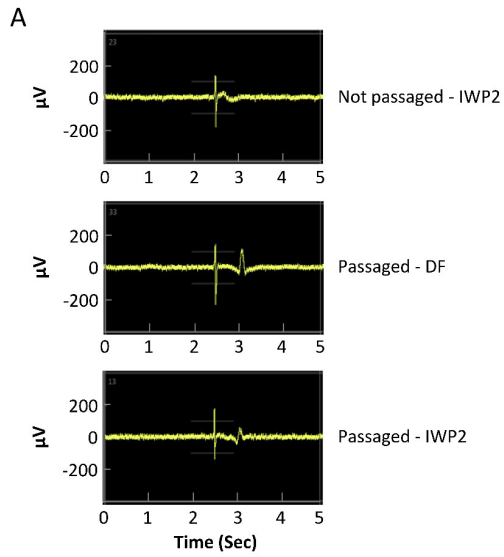

**Figure S3. Characterization of passaging-induced cardiomyocytes. Related to Figure 3.**

A) Representative electric activity recordings of cardiomyocytes induced by IWP2, passaging, and combined treatment with both IWP2 and passaging, measured on microelectrode array (MEA).

**Figure S4**

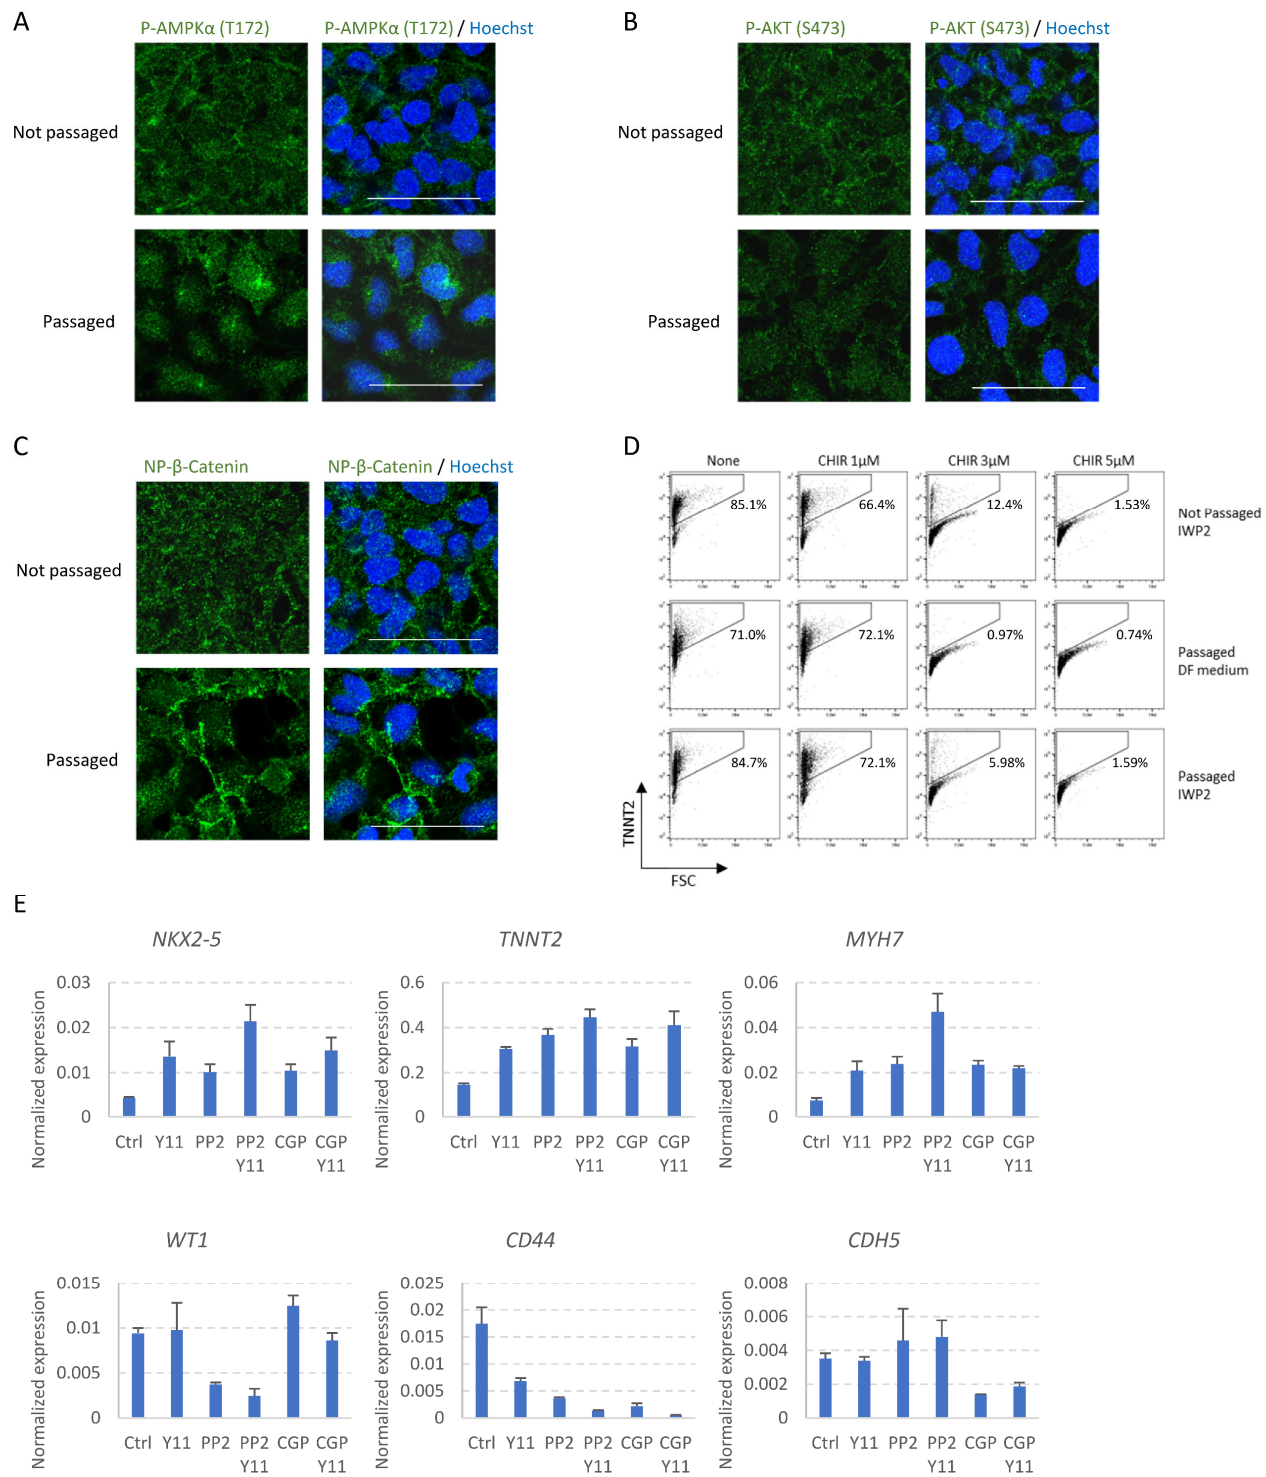

**Figure S4. Cell adhesion remodeling regulates AMPK and AKT signaling through the integrin pathway. Related to Figure 4.**

A-C) Immunostaining showing the impact of passaging on phosphorylated AMPK $\alpha$  (T172), phosphorylated AKT (S473), and non-phosphorylated (active)  $\beta$ -catenin. Mesendoderm progenitors (derived from H1 cells as shown in Figure 1A) on Day 2 of differentiation were either passaged using EDTA or changed to fresh DF medium without passaging, and fixed for immunostaining 1-2 hours after manipulation (1 hour for P-AMPK, 2 hours for P-AKT and NP- $\beta$ -catenin). Nuclei were stained with Hoechst (blue). Scale bar, 50 $\mu$ m. D) Flow cytometry analysis of TNNT2<sup>+</sup> cells on Day 10, showing impact of CHIR99021 (applied Day 2-4) on cardiac differentiation induced by IWP2 (applied to non-passaged cells Day 2-4), passaging, or both. E) qPCR analysis on Day 10 of differentiation, showing the impact of SRC inhibitor (PP2, 5 $\mu$ M or CGP77675, 5 $\mu$ M) and/or FAK inhibitor (Y11, 10 $\mu$ M) on cell fate. Treatments were applied on Day 2 for 6 hours, followed by culturing in DF medium with daily medium changes. Data are normalized to *GAPDH* and presented as mean  $\pm$  SD of three biological replicates.

**Figure S5**

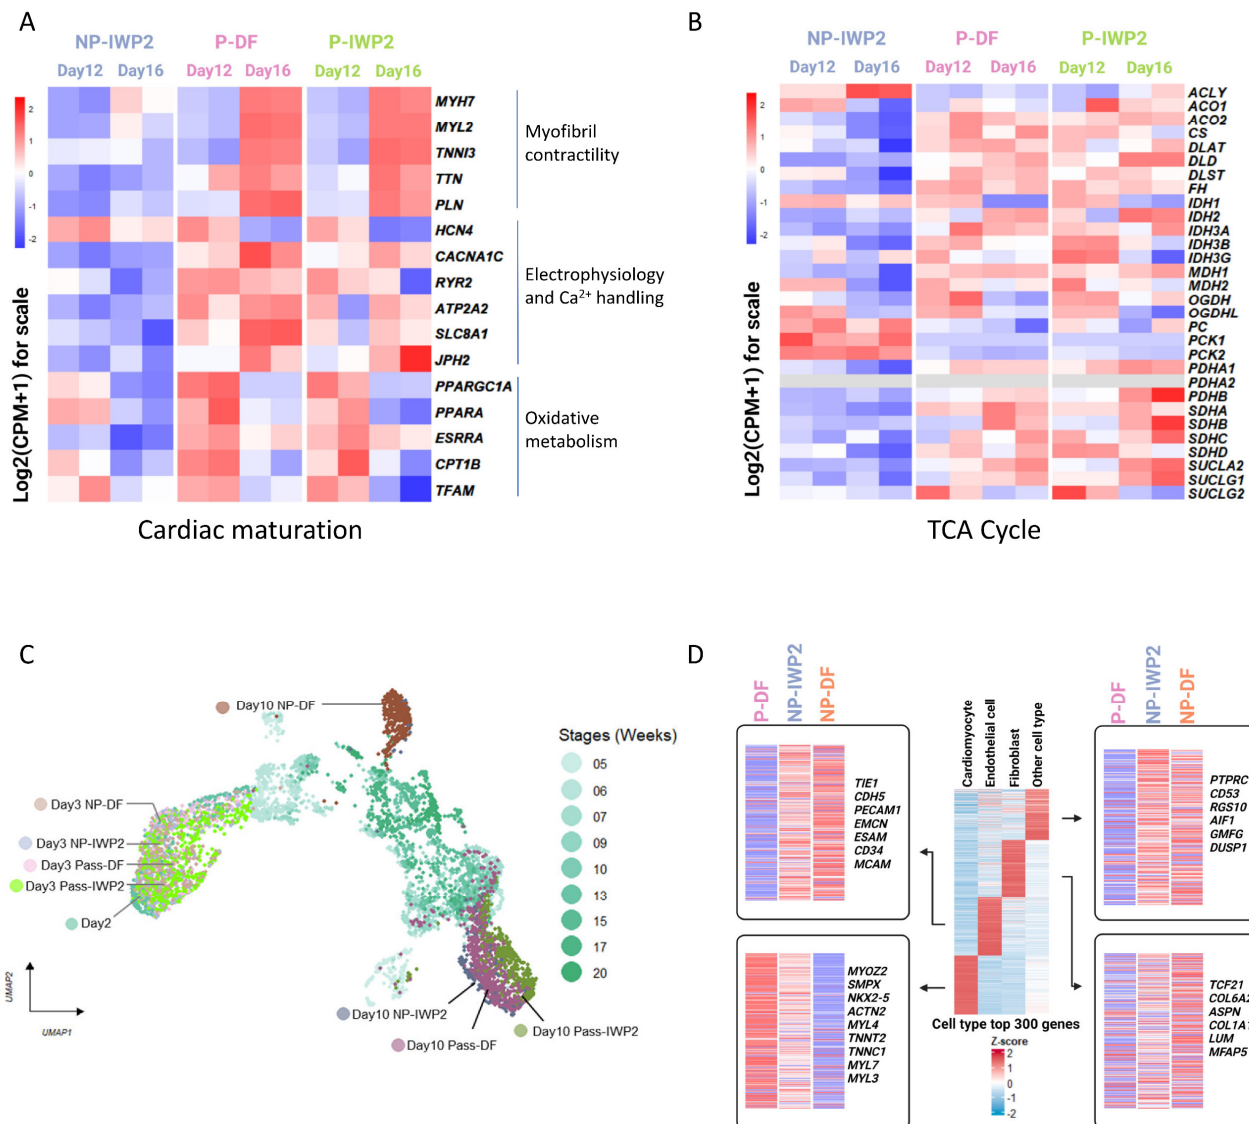

**Figure S5. Cell adhesion remodeling accelerates cardiac fate determination and maturation.**

**Related to Figure 5.**

A) Heatmap showing the expression of cardiac maturation marker genes on Day 12 and 16 in cardiomyocytes induced by IWP2 (NP-IWP2), passaging (P-DF), or both (P-IWP2), generated from bulk RNA sequencing data. 

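Over all genes tested, none of the 16 maturation markers was called on Day 12 in either passaged group, where 4229 genes in P-DF and 2243 genes in P-IWP2 cells had an unadjusted p under 0.05. Adjusted over the list alone, the number called on Day 12 was 1 in P-DF and 0 in P-IWP2 cells. With the Day 12 library labelled P-IWP2 replicate 5 left out, 8 of the 16 were called over all genes in P-DF cells on Day 12, 7 higher and 1 lower, among them MYH7 as higher (edgeR's adjusted p = 0.00749) and TNNI3 as lower (edgeR's adjusted p = 0.0331). Of the 11 other alternatives, 2 called each of these. Over the 11, the adjusted p from each alternative's own test ran from 8.9e-09 to 0.628 for MYH7 and from 0.00012 to 0.215 for TNNI3. MYL2 was called on Day 12 by 2 of the 11 in P-DF and by 1 in P-IWP2 cells. TNNI3 was called by 1 of the 11 in P-IWP2 cells. On Day 16, 8 markers were called over all genes in P-DF cells, all higher than in NP-IWP2 cells: MYL2, TNNI3, TTN, PLN, RYR2, ATP2A2, SLC8A1 and ESRRA. In P-IWP2 cells 7 were called, with MYL2, TNNI3, TTN, PLN, ATP2A2 and ESRRA higher and HCN4 lower. When the Day 12 library labelled P-IWP2 replicate 5 was left out, 14 were called on Day 16 in P-DF cells, 13 higher and 1 lower, and 13 in P-IWP2 cells, 12 higher and 1 lower. Adjusted over the list alone, 12 were called in each group on Day 16, 11 higher and 1 lower.
TNNI3 (ENSG00000129991, chromosome 19 from 55151767 to 55157773) encodes cardiac troponin I. On Day 12 it had 7.94 ± 0.283 FPKM in NP-IWP2, 3.85 ± 1.05 FPKM in P-DF and 4.58 ± 1.35 FPKM in P-IWP2 cells. On Day 16 it had 6.73 ± 3.42 FPKM in NP-IWP2, 31.8 ± 0.834 FPKM in P-DF and 35.5 ± 0.530 FPKM in P-IWP2 cells (SD, n = 2 libraries each). On Day 12 its log2FC was -0.95 in P-DF and -0.79 in P-IWP2 cells, neither called by the main test. The P-IWP2 value was -0.43 without replicate 5 and -1.26 without replicate 6. On Day 16 it was 2.45 in P-DF cells (standard error 0.375, adjusted p = 0.00392 from edgeR's quasi-likelihood test, higher in 2 of 2 libraries). The Day 16 value in P-IWP2 cells was 2.65 (standard error 0.377, adjusted p = 0.00275 from the same test, higher in 2 of 2 libraries). Without NP-IWP2 replicate 1 of Day 16, the values were 3.17 and 3.37.
ESRRA (ENSG00000173153), an estrogen-related receptor gene on chromosome 11, rose on Day 16 by a log2FC of 0.84 in P-DF cells and 0.91 in P-IWP2 cells, with adjusted p of 0.00494 and 0.00334 from edgeR's test and both passaged libraries above both static ones. HCN4 (ENSG00000138622), a pacemaker channel gene on chromosome 15, had 44.5 ± 2.05 FPKM in NP-IWP2, 25.0 ± 1.91 FPKM in P-DF and 20.9 ± 0.877 FPKM in P-IWP2 cells on Day 16. Its log2FC was -0.60 in P-DF cells (adjusted p = 0.117, edgeR's quasi-likelihood test) and -0.81 in P-IWP2 cells (adjusted p = 0.0461, edgeR's quasi-likelihood test). Of the 11 alternatives, 9 called HCN4 in P-IWP2 cells and 2 in P-DF cells, where edgeR without that Day 12 library called it as well (adjusted p = 0.00373, against 0.000546 to 0.163 over the 11).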

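Of the 30 TCA cycle genes drawn, PDHA2 was at too few reads to be tested. On Day 12, 2 of the other genes were called over all genes in P-DF cells, PCK1 and PCK2, both lower than in NP-IWP2 cells, and 0 were called in P-IWP2 cells. That Day 12 count in P-DF cells was 12, with 9 genes higher and 3 lower, when the Day 12 library labelled P-IWP2 replicate 5 was left out. On Day 16, PDHA1 was called higher in P-DF cells and ACLY, IDH1, PCK1 and PCK2 lower. In P-IWP2 cells on Day 16, the genes called higher included PDHA1 and PDHB, and PCK1 and PCK2 were lower. Adjusted over the list alone, 2 genes were called on Day 12 in P-DF cells and 1 in P-IWP2 cells. On Day 16, 19 were called over the list alone in P-DF cells, 15 higher and 4 lower, and 20 in P-IWP2 cells, 16 higher and 4 lower.
PDHA1 (ENSG00000131828, on chromosome X) encodes a subunit of pyruvate dehydrogenase. On Day 16 it had 34.1 ± 3.13 FPKM in NP-IWP2, 54.0 ± 0.219 FPKM in P-DF and 60.4 ± 1.64 FPKM in P-IWP2 cells (SD, n = 2 libraries each). Its log2FC was 0.89 in P-DF cells (adjusted p = 0.0207, edgeR's quasi-likelihood test) and 1.10 in P-IWP2 cells (adjusted p = 0.00851, edgeR's quasi-likelihood test), with both passaged libraries above both static ones. PDHB (ENSG00000168291, on chromosome 3), another subunit, had a log2FC of 0.63 in P-DF cells, not called (adjusted p = 0.0757, edgeR's quasi-likelihood test), and of 1.06 in P-IWP2 cells (adjusted p = 0.0115, edgeR's quasi-likelihood test). ACLY (ENSG00000131473, on chromosome 17), the ATP citrate lyase gene, had a log2FC of -0.76 on Day 16 in P-DF cells (adjusted p = 0.0116, edgeR's quasi-likelihood test) and -0.43 in P-IWP2 cells (adjusted p = 0.0812, edgeR's quasi-likelihood test). With the Day 12 library labelled P-IWP2 replicate 5 left out, edgeR called 25 genes of the list on Day 16 in each passaged group, 21 higher and 4 lower, among them PDHB in P-DF cells (adjusted p = 0.00325, against 0.000846 to 0.224 over the alternatives) and ACLY in P-IWP2 cells (adjusted p = 0.0225, against 0.0112 to 0.126). One library of Day 16 moved the value of ACLY in P-IWP2 cells to -0.22, without replicate 5, or to -0.66, without replicate 6. IDH1 (ENSG00000138413, on chromosome 2) fell by 0.57 on the log2 scale in P-DF cells (adjusted p = 0.0119, edgeR's quasi-likelihood test). PCK2 (ENSG00000100889, on chromosome 14), a phosphoenolpyruvate carboxykinase gene, fell by 2.41 on the log2 scale in P-DF cells and by 1.97 in P-IWP2 cells on Day 16, with adjusted p of 0.00307 and 0.00608 from edgeR's test. PCK1 had no reads in the 8 passaged libraries. Against the limit of 3 counts it was at least 7.29-fold lower in P-DF cells and at least 7.65-fold lower in P-IWP2 cells on Day 12, and at least 6.57-fold and 7.37-fold lower on Day 16.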

B) Heatmap showing the expression of TCA cycle genes on Day 12 and 16, generated from bulk RNA sequencing data. C) Uniform Manifold Approximation and Projection (UMAP) plots visualization of human embryonic heart cells (GSE106118) (Cui et al., 2019) by developmental stage, integrated with scRNA-seq data of H1-derived cells. Different shades of green represent gestational weeks in human embryonic heart cell data. D) Middle: Heatmap displaying the Z-score-scaled average expression levels of the top 300 DEGs in human embryonic heart cell types. Left and right: Heatmaps showing the expression of top 300 DEGs from human embryonic heart cells in H1-derived cells generated under different treatments, based on Day 10 bulk RNA-seq results.

**Supplemental Video 1. Beating cardiomyocytes induced by passaging. Related to Figure**

**1.** Mesendoderm progenitors were passaged on Day 2 of differentiation, and then cultured in DF medium (DMEM/F12, ascorbic acid, selenite, transferrin, chemically defined lipid, penicillin/streptomycin) without other inducers. Video taken on Day 8.

**Supplemental Video 2. Beating cardiomyocytes induced by passaging combined with**

**IWP2. Related to Figure 2.** Mesendoderm progenitors were passaged on Day 2 of differentiation, treated with IWP2 (applied Day 2-4 in DF medium), and then cultured in DF medium. Video taken on Day 8.

**Table S1. Sequence of primers used for quantitative PCR**

| <b>Gene</b>   | <b>Forward primer</b>    | <b>Reverse primer</b>       |
|---------------|--------------------------|-----------------------------|
| <i>NKX2-5</i> | CAAGTGTGCGTCTGCCTTT      | CAGCTCTTTCTTTTCGGCTCTA      |
| <i>TNNT2</i>  | GGAGGAGTCCAAACCAAAGCC    | TCAAAGTCCACTCTCTCTCCATC     |
| <i>MYH7</i>   | ACTGCCGAGACCGAGTATG      | GCGATCCTTGAGGTTGTAGAGC      |
| <i>MYL7</i>   | ACATCATCACCCATGGAGACGAGA | GCAACAGAGTTTATTGAGGTGCCC    |
| <i>MYL2</i>   | TGTCCCTACCTTGTCTGTTAGCCA | ATTGGAACATGGCCTCTGGATGGA    |
| <i>WT1</i>    | ATAGGCCAGGGCATGTGTATGTGT | AGTTGCCTGGCAGAACTACATCCT    |
| <i>CD44</i>   | TGGCACCCGCTATGTCGAG      | GTAGCAGGGATTCTGTCTG         |
| <i>CD73</i>   | CTCCTCTCAATCATGCCGCT     | CATCAATGGGCGACCGGATA        |
| <i>PECAM</i>  | TCTATGACCTCGCCCTCCACAAA  | GAACGGTGTCTTCAGGTTGGTATTTCA |
| <i>CDH5</i>   | TGGAGAAGTGGCATCAGTCAACAG | TCTACAATCCCTTGCAGTGTGAG     |
| <i>AFP</i>    | CAAACCTATTGGCCTGTGGCG    | TGGCCAACACCAGGGTTTAC        |
| <i>CDX2</i>   | GGAACCTGTGCGAGTGGAT      | TCCGTGTACACCACTCGATATT      |
| <i>NANOG</i>  | TGTGATTTGTGGGCCTGAAG     | AAGTGGGTTGTTTGCCTTTGG       |
| <i>POU5F1</i> | CTTGAATCCCGAATGGAAAGGG   | GTGTATATCCCAGGGTGATCCTC     |

**Table S2. qPCR data used to generate heatmaps. Related to Figure 1B.** This table shows results of qPCR analysis on Day 10 of differentiation, comparing cells differentiated in static culture (not passaged), cells passaged 1:6 on Day 2, and undifferentiated H1 cells.

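In real-time PCR, the cycle at which a target's signal crosses a threshold (Ct) falls by 1 when the amount of transcript is 2-fold larger. This table holds the Ct of each well for 15 targets. The Ct of the 2 duplicate wells was averaged here, and that of GAPDH in the same sample was subtracted, so a difference between samples is on the log2 scale. The 3 passaged samples were compared with the 3 samples that were not passaged. The paper calls them biological replicates, with data representative of 3 independent experiments. Whether the 3 samples of each arm come from separate differentiations is not stated. What the spread between them covers, and so the reach of the p and ranges below, stays open. TNNT2 was 2.07 higher on the log2 scale in passaged cells, MYH7 5.22 higher and MYL2 3.44 higher, and WT1 and AFP fell by 10.3 and 12.6. For all 14 targets compared, the 3 passaged samples lay on one side of the 3 others (two-sided exact permutation test, p = 0.1, the smallest p that the 20 arrangements allow). With each sample left out in turn, the difference stayed between 5.12 and 5.34 for MYH7 and between 3.36 and 3.49 for MYL2. The legend of Figure 1B calls the samples biological replicates, in data representative of 3 independent experiments. Whether the 3 samples of a kind come from a single differentiation is not stated. The p and these ranges may therefore not cover the variation between experiments. In 4 wells, of CDX2 and MYH7, no Ct was determined.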

**Table S3. List of differentially expressed genes (DEGs) from RNA-seq analysis. Related to Figure 3A.** This table shows the expression levels of DEGs corresponding to each cluster in the heatmap in Figure 3A.

How the deposited data were processed for this re-analysis (not part of the article)

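RNA-seq was carried out on H1 cells differentiated in static culture with IWP2 (NP-IWP2), by passaging in DF medium (P-DF) or by passaging with IWP2 (P-IWP2). There were 2 libraries per treatment on Day 12 and on Day 16, 12 in all. The authors' methods name Cutadapt for trimming, Hisat2 for alignment, HTSeq for counting per gene and DESeq2 for differential expression. One table holds their read counts per Ensembl gene, without normalization, and their FPKM. As deposited, the FPKM were made by the authors from these counts: each FPKM equals the count divided by the exon length of the gene and by the total of counts of that library, up to rounding. Of the genes in the table, 20417 have no gene symbol, and its gene positions match GRCh38. The counts of a library sum to between 14885589 and 19176239, so 3 counts, taken as the limit that a count of 0 allows, are 0.156 to 0.202 CPM (the count scaled to the library total as edgeR does). This limit covers counting error only.

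The counts were analysed with edgeR 4.0.16 in R 4.3.3, with TMM normalization, the filter of filterByExpr (19505 genes left) and the quasi-likelihood test, and the threshold was a Benjamini-Hochberg adjusted p of 0.05. All 12 libraries entered one model of 6 groups for the comparisons of passaged with static cells on each day, of Day 16 with Day 12 in each treatment, and for the interaction of treatment and day. For the comparisons over both days, the model held the 8 libraries of the treatments compared, with the day as a second term. The plan made before the data were examined named limma on log2(FPKM + 1) as the test for a table without counts and edgeR for a table with counts, and counts were found. The comparisons, the tests, the lists of genes and most of the alternatives were part of that plan. Alternatives chosen after seeing the data are limma on log2(FPKM + 1), edgeR with total counts in place of TMM, edgeR without its filter, and the models without the Day 12 library labelled P-IWP2 replicate 5 for comparisons in which that library has no part.

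Lists of genes were tested with fry from limma 3.58.1, adjusted by Benjamini-Hochberg over 84 tests (21 lists in 4 comparisons) of passaged against static cells and over 105 tests of time and of interactions. The set test camera with a correlation preset at 0.01 was the alternative. Both test the genes of a list together and not their median. Where a median is said to pass or to be called, the test of its list is meant. The lists were the 16 maturation markers of Figure S5A, also split into myofibril, electrophysiology and oxidative genes, and the TCA cycle genes of Figure S5B. Others were the markers of cardiomyocytes, endothelial cells, fibroblasts and other cell types shown in the paper, hepatic, epicardial and cell cycle markers, genes of the respiratory chain, fetal isoforms of sarcomere genes, and the 7 clusters of Table S3. Scores relative to the cardiomyocyte genes were compared by a two-sided exact permutation test within each day. The values of Table S2 were compared by a two-sided exact permutation test of 3 against 3 samples. Values shown by the colors of Figure S5 were read from the image with pillow 12.0.0 and correlated with each library.

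Genes named in the text are those of Figure S5A-B, TNNT2, NKX2-5, MYH6, MYL7, NPPB, AFP, AHSG, WT1 and DCN, which the paper names, and the 5 largest rises and 5 largest falls over both days in each passaged treatment. The latter were taken among genes with a symbol, a call and no overlap between passaged and static libraries on either day. Which of these genes are given with full statistics was chosen after their values were seen. The genes named for the Day 12 library labelled P-IWP2 replicate 5 (HAND1, IRX4, PPP1R3A, NPNT, KCNQ5, TBX18, COL6A6, MCAM, VTN and TCF21) fall outside this rule and were also chosen after their values were seen.

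The alternatives were limma on FPKM with a pseudocount of 1 or 0.1, without the filter on a mean FPKM of at least 1, on TMM-scaled FPKM, on TPM or without the intensity trend, DESeq2 1.42.0 with and without the filter, and edgeR without the filter, with total counts, or with a model of only the groups compared. Each library was also left out in turn. A block for the replicate number was tried as well, although the numbers did not pair the libraries of the 2 days: the correlation across genes of the deviations of equal numbers on Day 12 and Day 16 was 0.08, -0.002 and -0.03 in the 3 treatments. For the comparisons over both days, the block was fitted with voom and duplicateCorrelation of limma in place of edgeR. Neither a batch of libraries nor separate differentiations could be told from the labels.

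The tests were also run on simulated counts with the observed depths and the dispersion trend of all 12 libraries, in which 200 of 19505 genes changed. The trend leaves out the spread of single genes. It includes the Day 12 library labelled P-IWP2 replicate 5, also in the run of 4 against 4, so the shares recovered below are approximate. With 2 libraries against 2, edgeR recovered 95 of the 200 (47.5%; 41 of 100 with a 2-fold and 54 of 100 with a 4-fold change) with 9 false calls, and limma recovered 50 (25.0%) with 3 false calls. With 4 against 4 over both days, edgeR recovered 151 (75.5%) with 3 false calls. In an unchanged comparison, edgeR made 0 false calls. Tables were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and figures with matplotlib 3.10.9. The RNA-seq of Day 10 and earlier days and the single-cell RNA-seq were not analysed here.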

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

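The tests of depth and of a few abundant genes for the day-dependent effects were set before the results were seen, and the tests of the largest rises were chosen only after them.

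By an interaction test in edgeR, the difference from NP-IWP2 cells changed between Day 12 and Day 16 for 94 genes in P-DF cells. It changed for 358 genes in P-IWP2 cells. For P-DF cells it covers passaging and the lack of IWP2 together. In P-IWP2 cells this comparison rests on a Day 12 group in which 1 library, labelled replicate 5, was unlike the other. Without that library the count for P-DF cells, in which it has no part, was 1578, and no count is given for P-IWP2 cells. With each library thinned at random to the lowest total count, 83 genes were called in P-DF and 349 in P-IWP2 cells. Without the mitochondrial genes and the 20 most abundant genes, the counts were 85 and 346. Differences in depth and a few genes taking most of the counts are therefore unlikely as the whole cause. With total counts in place of TMM, 81 genes were called in P-DF and 550 in P-IWP2 cells. A change of the cell types between the days was not tested against a change within cardiomyocytes, and both stay open.

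The cardiac troponin I gene TNNI3 was lower in passaged than in static cells on Day 12 and higher on Day 16. The log2FC differed between the days by 3.40 in P-DF cells (standard error 0.530, adjusted p = 0.0357 from edgeR's interaction test) and by 3.44 in P-IWP2 cells (standard error 0.527, adjusted p = 0.0191 from the same test). All 11 alternatives called it in P-DF cells and 10 in P-IWP2 cells. Without NP-IWP2 replicate 1 of Day 16 the differences were 4.12 and 4.16. The atrial light chain gene MYL7 differed between the days by 2.77 in P-IWP2 cells (standard error 0.443, adjusted p = 0.0218 from edgeR's interaction test), with 2.35 without the Day 12 library labelled replicate 5 and 3.38 without replicate 6. In P-DF cells its difference was 1.57 and was not called (adjusted p = 0.168 from the same test), but 4 of 11 alternatives called it, and the adjusted p from their own tests ran from 1.5e-06 to 0.462. It was also called by edgeR without the Day 12 library labelled P-IWP2 replicate 5 (adjusted p = 0.000595), so the calls do not set the treatments apart. The 83 and 349 genes called at equal depth argue against depth as the source of the pattern as a whole, and the effect of treatment and time that the design names may account for it. A later timing of these genes in static culture was not tested.

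Among the genes that the paper does not discuss, the largest rises over both days in P-DF cells were ATP1B4 with a log2FC of 4.70, GPR22 with 4.26, S100A2 with 4.16 and LMOD3 with 3.95. In P-IWP2 cells they were ATP1B4 with 6.71, S100A2 with 4.36, DUSP13 with 3.96, PLEKHG7 with 3.50 and ENAM with 3.16. ATP1B4, S100A2, DUSP13 and PLEKHG7 had at most 3 counts in the static libraries of at least 1 day, so their fitted values are no measure of size. Against 3 counts, ATP1B4 was at least 24.6-fold higher in P-DF and 152-fold higher in P-IWP2 cells on Day 16. S100A2 was at least 4.83-fold and 4.42-fold higher on Day 12, and 1.59-fold and 2.87-fold on Day 16, in P-DF and P-IWP2 cells. DUSP13 was at least 13.2-fold and PLEKHG7 at least 7.31-fold higher in P-IWP2 cells on Day 16. S100A2 became 6.13 in P-DF and 6.56 in P-IWP2 cells without NP-IWP2 replicate 2 of Day 12, and 3.57 and 3.94 without replicate 1. ATP1B4 became 5.92 and 8.49 without NP-IWP2 replicate 1 of Day 12, and 3.99 and 5.48 without NP-IWP2 replicate 2 of Day 16. Not every alternative called them. ATP1B4 was called by 7 of 10 in P-DF and by 3 of 10 in P-IWP2 cells, with log2FC values from 1.47 to 6.72 in the latter and an adjusted p from 3.3e-06 to 0.399 by each alternative's own test. GPR22 was called by 8 of 10, LMOD3 by 9 of 10, S100A2 by 5 of 5 in each treatment, and DUSP13, PLEKHG7 and ENAM by 4 of 5 each, with 0.52, 0.13 and 0.15 in limma without the filter. With 1 of the 8 libraries left out at a time, the rises in P-DF cells were called each time, while in P-IWP2 cells S100A2 was called 1 time, without the Day 12 library labelled replicate 5, ATP1B4 also without NP-IWP2 replicate 1 of Day 12, and DUSP13, PLEKHG7 and ENAM also without replicate 6 of Day 12. With total counts in place of TMM, the lowest of these values was 2.92, and ATP1B4 in P-IWP2 cells was not called, while the median of all genes shifted by 0.16 at most, so scaling is unlikely as their cause. The lowest rise exceeded the median of the cardiomyocyte list by 2.49. Because these genes were chosen as the largest rises, that value decides nothing about a higher share of cardiomyocytes, which cannot be told apart from a change within the cells.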

How the results depend on the processing

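None of the settings given here was chosen to meet a result, and 4 of them, limma on log2(FPKM + 1), edgeR with total counts, edgeR without its filter and the models without the Day 12 library labelled P-IWP2 replicate 5 in comparisons it has no part in, were chosen after seeing the data. The maturation medians on Day 16 kept their direction and stayed past the threshold in the settings in which lists were tested: camera, edgeR without its filter, with total counts or without the Day 12 library labelled P-IWP2 replicate 5, and limma on FPKM apart from that without the trend. Lists were not run in DESeq2, in limma without the trend or in the model of only the groups compared, and with a library of the comparison left out their medians were not tested. The count for P-DF cells over both days stayed within 1.5 times the main count in the limma, DESeq2 and edgeR alternatives run for it, with the block and with each library left out.

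In a model of only the groups compared, P-DF cells differed from NP-IWP2 cells in 5478 genes on Day 12 and 6992 on Day 16, and P-IWP2 cells in 0 genes on Day 12 (1201 at an unadjusted p under 0.05) and 5103 on Day 16. From Day 12 to Day 16 the model called 5075 genes in NP-IWP2, 6286 in P-DF and 0 in P-IWP2 cells (3747 at an unadjusted p under 0.05), and 2370 and 37 day-dependent effects in P-DF and P-IWP2 cells. The groups without the library labelled replicate 5 gained calls and those with it lost them. Without that library in the full model, the counts were 4479 and 6646 for P-DF cells on Day 12 and Day 16, 7102 for P-IWP2 cells on Day 16, 3569 and 5998 for the time course in NP-IWP2 and P-DF cells, and 1578 for day-dependent effects in P-DF cells.

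DESeq2 called 1603 genes on Day 12 in P-DF and 636 in P-IWP2 cells, 1093 with time in NP-IWP2 cells, 502 and 1425 day-dependent effects, 1488 over both days in P-IWP2 cells and 5 between P-IWP2 and P-DF cells. Without the filter, DESeq2 called 1568, 629, 1060, 477, 1400, 1407 and 4 in that order. Without the filter, edgeR called 3107, 1527, 2045, 1124, 2732, 1506 and 989, and 4671 for P-DF cells on Day 16. The cause was not tested.

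On log2(FPKM + 1), limma called 386 genes on Day 12 in P-DF and 177 in P-IWP2 cells and 239 over both days in P-IWP2 cells. With a pseudocount of 0.1 these were 264, 120 and 176, on TMM-scaled FPKM 380, 202 and 253, on TPM 253, 111 and 159, and without the intensity trend 366, 182 and 229. Without the filter on FPKM, limma called 504 on Day 12 and 186 over both days in P-IWP2 cells, 635 and 1750 with time in NP-IWP2 and P-DF cells, 174 day-dependent effects in P-DF cells and 3 genes between P-IWP2 and P-DF cells. For day-dependent effects in P-DF cells, TMM-scaled FPKM gave 154 and TPM 55. The cause was not tested.

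With total counts, edgeR called 550 day-dependent effects in P-IWP2 cells. Scaling moved the split of the calls. The higher share on Day 16 went from 35.3% with TMM to 16.3% with total counts in P-DF cells and from 41.8% to 17.6% in P-IWP2 cells. With time it went from 49.9% to 21.0% in P-DF and from 47.9% to 14.4% in P-IWP2 cells, and over both days from 43.6% to 23.0% in P-DF cells. On TMM-scaled FPKM the higher share on Day 16 was 47.8% and 54.2%, and on TPM 10.5% and 9.77%. The median of all genes under total counts was -0.28 with time in P-DF and -0.49 in P-IWP2 cells, -0.16 and -0.34 for the day-dependent effects, and -0.16 and -0.13 over both days.

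Among the lists, camera called the maturation median of 0.54 in P-DF cells on Day 12 and the TCA medians of 0.59 and 0.60 on Day 16, which fry did not, and without the library labelled replicate 5 fry called them on Day 16. The same setting gave the maturation median on Day 12 in P-DF cells as 0.54 and called it. The maturation median in P-IWP2 cells on Day 12 reversed to -0.0693 in limma on log2(FPKM + 1), with and without the filter, to -0.10 with a pseudocount of 0.1, to -0.0802 on TMM-scaled FPKM and to -0.0752 on TPM. The maturation score in P-DF cells was 0.24 with a pseudocount of 0.1, 0.22 on TPM and 0.54 relative to TNNT2 alone, and in P-IWP2 cells 0.47 relative to TNNT2. Relative to TNNT2, the TCA score was -0.15 in P-DF cells and reversed to 0.0003 in P-IWP2 cells.

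With 1 library left out at a time, the counts over both days ran from 5073 to 6091 in P-DF cells, from 148 to 4906 in P-IWP2 cells and from 0 to 35 between them. The maturation medians ran from 0.46 to 0.58 and from -0.58 to 0.47 on Day 12, and from 0.88 to 0.96 and from 0.80 to 0.99 on Day 16, in P-DF and P-IWP2 cells. The TCA medians ran from 0.22 to 0.27 and from -0.51 to 0.27 on Day 12, and from 0.45 to 0.74 and from 0.47 to 0.74 on Day 16. The maturation scores ran from 0.16 to 0.20 and from 0.03 to 0.35, and the TCA scores from -0.56 to -0.47 and from -0.53 to -0.02. For P-IWP2 cells on Day 12 the end of each range came from leaving out replicate 5 or replicate 6.

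A block for the replicate number in edgeR gave 154 genes with time in NP-IWP2 cells, where it leaves few degrees of freedom. Over both days in P-IWP2 cells, the block was fitted with voom and limma and gave 1111 genes. There the test changed along with the block, so the count does not measure the block alone.

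For single genes, 592 values came from another processing, of which 503 kept their direction and side of the threshold, 27 lost the call, 54 gained it and 8 changed direction. Those that changed direction were TNNT2 on Day 16 on TPM, at -0.0241 in P-DF and -0.0195 in P-IWP2 cells, where the median of all genes was -0.35 and -0.41, and MYH7 in P-IWP2 cells on Day 12, at -0.65 in limma on log2(FPKM + 1) with the filter, without it, without the trend and on TMM-scaled FPKM, at -0.71 with a pseudocount of 0.1 and at -0.68 on TPM. With a library left out, 238 of 323 values stayed as they were, 31 lost the call, 16 gained it, 36 moved by more than the spread between replicates and 2 changed direction, both in P-IWP2 cells on Day 12: MYH7 ran from -2.84 to 1.32 and MYL2 from -1.28 to 3.85. The differences in Table S2 kept their direction with each sample left out. With 2 libraries per group and the dispersion trend of the 12 libraries, edgeR found 47.5% of simulated changes. The number of libraries may thus limit the counts on single days, although the simulation leaves out the spread of single genes. The number of libraries is not the only limit. The P-DF counts on both days rose without the Day 12 library labelled P-IWP2 replicate 5, which has no part in them.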

Differences from the paper's values

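No test in this part was chosen only after the result was seen, apart from the settings marked as chosen after seeing the values. The z-score of MYL2 in NP-IWP2 cells on Day 12, over the 12 libraries on log2(CPM + 1), was -0.99. The paper's value in Fig. S5A was about -0.8, read from the colors of the image. None of the alternatives set before the data were examined closed the gap, with -1.06 on FPKM at a pseudocount of 0.1, -0.96 on TMM-scaled FPKM and -1.04 on TPM. For MYL2 in P-DF cells on Day 16 the z-score was 1.33, against the paper's value of about 1.2 in Fig. S5A, read in the same way. On FPKM with a pseudocount of 0.1 it was 1.29, within the reading error, while TMM-scaled FPKM gave 1.33 and TPM 1.31, which did not close the gap. The paper's methods name a variance-stabilizing transformation, which was not tried here. The Day 12 library labelled P-IWP2 replicate 5 entered these z-scores and may not be the library drawn. The source of the gaps therefore stays open.

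The paper states that MYH7, as one of the maturation markers, is higher in passaged cells. On Day 16 its log2FC was 2.46 in P-DF and 2.50 in P-IWP2 cells, and edgeR did not call it. DESeq2 with and without the filter and edgeR with a model of only the groups compared called MYH7 in both passaged groups, as did edgeR without its filter and edgeR without the Day 12 library labelled P-IWP2 replicate 5, both chosen after seeing the values. In P-IWP2 cells on Day 12, MYH7 was at 0.40 and not called in any setting.

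The paper states that the TCA cycle genes are higher in passaged cells with or without IWP2. On Day 12 the list's median was 0.23 in P-DF and -0.05 in P-IWP2 cells, and 7 of its 29 tested genes were higher in P-IWP2 cells. The P-IWP2 median on Day 12 was 0.27 without replicate 5 and -0.51 without replicate 6. On Day 16, with medians of 0.59 and 0.60, the list did not pass fry in either group. It passed camera in both, and it passed fry in both without the Day 12 library labelled P-IWP2 replicate 5, a setting chosen after seeing the values. Of single genes on Day 16, 1 was called higher in P-DF cells, PDHA1, and 4 lower, ACLY, IDH1, PCK1 and PCK2. In P-IWP2 cells 8 were called higher and 2 lower, PCK1 and PCK2. Adjusted over the list alone, 15 and 16 were called higher in P-DF and P-IWP2 cells, against 4 lower in each. Over all genes but without the Day 12 library labelled P-IWP2 replicate 5 (chosen after seeing the values), 21 were called higher and 4 lower in each. The paper also states that the maturation markers are higher with or without IWP2. On Day 12 they did not pass fry as a list in either passaged group, while camera passed P-DF cells. So did fry without the library labelled P-IWP2 replicate 5 (chosen after seeing the values). HCN4, drawn among these markers, was lower on Day 16 in P-IWP2 cells at -0.81.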

Other observations

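The tests of the library labelled P-IWP2 replicate 5, those of the closest pair of libraries, those of the maturation markers on single days and the comparison of list medians with that of the cardiomyocyte genes were chosen only after the results were seen. The other tests in this part were set before.

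The 8 libraries of P-DF and NP-IWP2 cells can be split in 34 ways for which the model over both days could be fitted, and 1 of the 34, the real split, gave as many as 6525 called genes. For P-IWP2 and NP-IWP2 cells, again 1 of 34 splits reached 481. For P-IWP2 and P-DF cells, 34 of 34 splits reached the 0 genes of the real one, for which 1032 genes had an unadjusted p under 0.05. Any split reaches a count of 0, so these splits decide nothing. Apart from the real one, 5 splits called between 1 and 773 genes.

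A higher share of cardiomyocytes could raise the maturation markers. Relative to the cardiomyocyte genes, the mean of the markers was 0.18 higher in P-DF cells over both days, more than the spread of 0.04. By day, the value was 0.0054 on Day 12, within the spread of 0.05, and 0.35 on Day 16, beyond the spread of 0.04. In P-IWP2 cells it was 0.19 over both days, within the spread of 0.24. It was 0.22 on Day 12, within 0.32, and 0.16 on Day 16, beyond 0.12. The medians went the other way. The median log2FC over both days was 0.68 for the markers against 0.94 for the cardiomyocyte genes in P-DF cells and 0.48 against 0.67 in P-IWP2 cells, and the markers had the lower median on each day as well. A higher share and a change within cardiomyocytes therefore cannot be told apart in either treatment, because the mean and the median point in different directions and, in P-IWP2 cells, the Day 12 libraries differ too much. The authors' scaling of FPKM to the total count is unlikely as the cause, since the median over both days in limma was 0.50 in P-DF and 0.29 in P-IWP2 cells on FPKM as they made it and 0.65 and 0.41 on TMM-scaled FPKM. This is no test of TMM itself, on which the edgeR values rest. With total counts in its place, the Day 16 medians in edgeR were 0.62 and 0.66, while the median of all genes was -0.25 and -0.31. After a trend with GC content and exon length was removed, the medians were 0.76 and 0.52, against 0.68 and 0.48 before. The effect of passaging on maturation that the design names stays open, as a hypothesis.

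The score of the TCA cycle genes relative to the cardiomyocyte genes did not rise by more than the spread in either treatment. It differed by -0.52 in P-DF cells, beyond the spread of 0.12, consistent with a higher share of cardiomyocytes as the source of their rise. The difference in P-IWP2 cells was -0.28, within the spread of 0.38. It was 0.11 on Day 12, within the spread of 0.52, and -0.66 on Day 16, beyond the spread of 0.10, so a higher share is consistent with the Day 16 value and Day 12 says little. The genes of the respiratory chain rose as well, by a median of 0.50 in P-DF and 0.39 in P-IWP2 cells over both days against 0.38 and 0.27 for the TCA cycle genes, which is consistent with a general rise of mitochondrial genes. The medians of the TCA cycle genes in limma were 0.22 and 0.10 on FPKM as the authors made it and 0.37 and 0.23 on TMM-scaled FPKM, so the authors' scaling to the total count is unlikely as the whole cause. This again is no test of TMM itself. After the trend with GC content and exon length was removed the medians were 0.37 and 0.25, so that trend is unlikely as the whole cause. Whether more cardiomyocytes or a change within them raised the mitochondrial genes was not separated by these tests.

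The Day 12 library labelled P-IWP2 replicate 5 was unlike the other passaged libraries. Its depth, 15634044 counts, was above the lowest of 14885589. A lower share of cardiomyocytes may be part of the difference, since the cardiomyocyte genes stood at 35.5% of their level in replicate 6, but it is unlikely as the whole cause: 5 genes, HAND1, IRX4, PPP1R3A, NPNT and KCNQ5, named here after their values were seen, had at least 20 CPM in each other library and under 5% of the lowest of these here, and no other library had such a gene. The markers of other cell types moved apart, with a median log2 ratio to replicate 6 of 0.09 for hepatic, 1.23 for fibroblast, 2.99 for endothelial and 4.40 for epicardial genes, and 0.52 for cell cycle genes. The most abundant gene of each list, again named after the values were seen, was TBX18 (epicardial) at 918 CPM against 0.665 in replicate 6, COL6A6 (fibroblast) at 325 against 1.03, MCAM (endothelial) at 42.3 against 37.3 and VTN (hepatic) at 32.4 against 4.54. Of the 16 hepatic, 9 fibroblast, 8 endothelial and 6 epicardial genes, 2, 3, 1 and 0 had at least 1 FPKM in P-DF cells on Day 12, and the fibroblast and epicardial lists share 1 gene, TCF21. Its highest correlation across genes with a Day 12 P-IWP2 column of Fig. S5B was 0.157, while each of the others reached at least 0.964 with a column of its own group, which is consistent with the library not being the one drawn there. Genes are not independent replicates in these correlations. Its highest correlation with any column of Fig. S5B was 0.795, with a Day 12 NP-IWP2 column. In Fig. S5A it had 0.802 with the Day 12 P-IWP2 column that replicate 6 matched at 0.949, and 0.296 with the other Day 12 P-IWP2 column. Other explanations for this library were not tested, and it is in the main results as labelled.

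The counts of Day 12 P-DF replicate 3 and P-IWP2 replicate 6 were closer than those of any pair of replicates in one group. Their chi-square per degree of freedom was 2.87, against 3.50 for the closest pair of replicates, and far from the value of 1 that reads of one library would give, so one library listed under 2 names is unlikely. An absence of an effect of IWP2 after passaging stays open. The main test called 0 genes between P-IWP2 and P-DF cells (1032 at an unadjusted p under 0.05), and edgeR without its filter called 989.

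The genes of the Table S3 clusters, which the study drew from Day 10 and earlier libraries, were measured on Day 12 and Day 16 in the passaged against the static cells. Clusters 5 and 6 were lower in all 4 comparisons, with the highest of the 8 medians at -0.81, and each passed fry (highest adjusted p 0.00916), which is in line with a difference that lasts from Day 10. Cluster 7, which holds cardiac genes, had medians of 0.56 and 0.56 in P-DF and 0.19 and 0.72 in P-IWP2 cells on Day 12 and Day 16, and none passed fry, with 0.136 as the lowest adjusted p. The set test camera called cluster 7 in 3 of the 4 comparisons, with an adjusted p of 3.8e-05 and 0.00273 in P-DF cells on Day 12 and Day 16 and of 1.0e-04 in P-IWP2 cells on Day 16. Clusters 1, 2 and 3 were lower in the 4 comparisons at an adjusted p of at most 0.0199 from fry, with medians from -2.49 to -0.47, and cluster 4 passed fry in 3 of them, with medians from -1.78 to -0.34. In P-IWP2 cells on Day 12, the medians without replicate 5 and without replicate 6 were 0.55 and -0.66 for cluster 7, -2.48 and -0.56 for cluster 1, -0.89 and -0.45 for cluster 2, -2.43 and -0.51 for cluster 3, -1.33 and -0.20 for cluster 4, -2.59 and -0.54 for cluster 5 and -4.94 and -2.50 for cluster 6.

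Of the other lists, the hepatic markers were lowest in passaged cells. With genes at or under 3 counts set to their bound, their median log2FC was -7.80 and -8.78 in P-DF and -7.60 and -8.95 in P-IWP2 cells on Day 12 and Day 16, and each passed fry (highest adjusted p 1.3e-05). AFP had 255 FPKM in NP-IWP2 cells on Day 12 and 423 on Day 16, and was at least 4051-fold lower in P-DF cells on Day 12. AHSG was at least 420-fold and 722-fold lower in P-DF and 441-fold and 811-fold lower in P-IWP2 cells on Day 12 and Day 16. WT1 was at least 120-fold lower in P-DF cells on Day 12. DCN was at least 217-fold and 641-fold lower in P-DF cells on Day 12 and Day 16. By fitted log2FC, the largest falls over both days in P-DF cells were those of AHSG, APOA4, FGA, RBP4 and AFP. In P-IWP2 cells they were those of APOA4, AHSG, GSTA1, APOA2 and APOC3. Where passaged libraries had at most 3 counts, the fitted values are no measure of size, so their order does not rank these falls. APOA4 was at least 252-fold and 869-fold lower in P-DF cells. These falls were taken among 5117 genes in P-DF and 463 in P-IWP2 cells without overlap between passaged and static libraries on either day.

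The fibroblast markers passed fry in the 4 comparisons (highest adjusted p 0.00730), with medians of -2.56 and -3.11 in P-DF and 0.00 and -2.55 in P-IWP2 cells with such genes at their bound. The epicardial markers passed in P-DF cells on both days and in P-IWP2 cells on Day 16 (adjusted p of 0.0158, 0.00357 and 0.00299 from fry), and on Day 12 their fitted median in P-IWP2 cells was 0.32 (adjusted p = 0.160). The Day 12 values of P-IWP2 cells rest on replicate 5: the fitted median of the epicardial markers was -5.95 without it and 1.32 without replicate 6, and that of the fibroblast markers was -0.24 with both, -4.23 without replicate 5 and 0.01 without replicate 6. The endothelial markers passed fry in P-DF cells on Day 12 alone (adjusted p = 0.0224), with medians of -6.15 and -1.61 in P-DF and -1.90 and -1.77 in P-IWP2 cells at the bound. Markers of other cell types passed in P-DF cells on Day 12 and in P-IWP2 cells on Day 16 (adjusted p of 0.0158 and 0.0397 from fry), with medians at the bound of -2.02 and -0.53 in P-DF and -0.79 and -0.62 in P-IWP2 cells. For P-IWP2 cells on Day 12, the fitted median was -6.93 without replicate 5 and -0.92 without replicate 6 for the endothelial markers, and -1.24 and -0.46 for markers of other cell types. Whether these lists differ between the treatments or the days was not tested, apart from the interaction in fry below.

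The cardiomyocyte markers had medians of 0.74 and 1.25 in P-DF and 0.17 and 1.65 in P-IWP2 cells on Day 12 and Day 16, and none passed fry (lowest adjusted p 0.0929), while camera called those of Day 16 (adjusted p of 0.00273 and 0.00351). The myofibril genes among the maturation markers had 1.28 and 2.46 in P-DF and 0.40 and 2.50 in P-IWP2 cells and passed fry on Day 16 in each (adjusted p = 0.0158). The electrophysiology genes had 0.45 and 0.85 in P-DF, past fry on both days (adjusted p of 0.0292 and 0.00716), and 0.20 and 0.80 in P-IWP2 cells, past it on Day 16 (adjusted p = 0.0199). The oxidative genes had 0.55 and 0.45 in P-DF cells, past fry on Day 16 (adjusted p = 0.0292), and 0.04 and 0.43 in P-IWP2 cells. The respiratory chain genes had 0.33 and 0.67 in P-DF and 0.004 and 0.79 in P-IWP2 cells, and passed fry in P-IWP2 cells on Day 16 alone (adjusted p = 0.0375). Cell cycle genes had -0.61 and -0.03 in P-DF and -0.38 and 0.46 in P-IWP2 cells, with 0.184 as the lowest adjusted p from fry. The fetal isoforms had 0.26 and 0.64 in P-DF and -0.27 and 0.81 in P-IWP2 cells, with 0.247 as the lowest adjusted p from fry. From Day 12 to Day 16, the myofibril genes rose by a median of 3.34 in P-IWP2 cells (adjusted p = 0.0278 from fry over 105 tests) and the hepatic genes by 0.78 in NP-IWP2 cells (adjusted p = 0.0387 from the same test). One library decided the Day 12 medians of P-IWP2 cells here as well: without replicate 5 and without replicate 6 they were 0.79 and -1.19 for the cardiomyocyte markers, 1.32 and -1.28 for the myofibril, 0.45 and -0.28 for the electrophysiology and 0.19 and -0.13 for the oxidative genes, 0.37 and -0.46 for the respiratory chain genes, -0.57 and -0.20 for cell cycle genes and 0.28 and -1.16 for the fetal isoforms. No list passed fry for a change between the days of the difference from NP-IWP2 cells. Among the lists of this and the preceding 2 paragraphs, camera also called some that fry did not. On Day 12 these were the oxidative, cell cycle and respiratory chain genes in P-DF cells (adjusted p of 0.0109, 0.0142 and 6.1e-05) and the endothelial markers, markers of other cell types and cluster 4 in P-IWP2 cells (0.00136, 0.0305 and 0.000267 from camera). On Day 16 the respiratory chain genes in P-DF cells were added (adjusted p of 1.5e-09 from camera). The electrophysiology genes and the markers of other cell types in P-IWP2 cells on Day 16 passed fry and not camera (adjusted p of 0.0547 and 0.166 from camera).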
